# Utilization of Transcriptome, Small RNA, and Degradome Sequencing to Provide Insights Into Drought Stress and Rewatering Treatment in *Medicago ruthenica*

**DOI:** 10.3389/fpls.2021.675903

**Published:** 2021-08-03

**Authors:** Rui Shi, Wei Jiao, Lan Yun, Zhiqiang Zhang, Xiujuan Zhang, Quanzhen Wang, Ying Li, Fugui Mi

**Keywords:** *Medicago ruthenica*, drought, differential expression, miRNA, degradome

## Abstract

Drought is a major limiting factor in foraging grass yield and quality. *Medicago ruthenica* (*M. ruthenica*) is a high-quality forage legume with drought resistance, cold tolerance, and strong adaptability. In this study, we integrated transcriptome, small RNA, and degradome sequencing in identifying drought response genes, microRNAs (miRNAs), and key miRNA-target pairs in *M. ruthenica* under drought and rewatering treatment conditions. A total of 3,905 genes and 50 miRNAs (45 conserved and 5 novel miRNAs) were significantly differentially expressed in three test conditions (CK: control, DS: plants under drought stress, and RW: plants rewatering after drought stress). The degradome sequencing (AllenScore < 4) analysis revealed that 104 miRNAs (11 novel and 93 conserved miRNAs) were identified with 263 target transcripts, forming 296 miRNA-target pairs in three libraries. There were 38 differentially expressed targets from 16 miRNAs in DS vs. CK, 31 from 11 miRNAs in DS vs. RW, and 6 from 3 miRNAs in RW vs. CK; 21, 18, and 3 miRNA-target gene pairs showed reverse expression patterns in DS vs. CK, DS vs. RW, and RW vs. CK comparison groups, respectively. These findings provide valuable information for further functional characterization of genes and miRNAs in response to abiotic stress, in general, and drought stress in *M. ruthenica*, and potentially contribute to drought resistance breeding of forage in the future.

## Introduction

Drought is the most widespread climatic extreme that has a negative impact on human and natural environments (Touma et al., 2015; Schwalm et al., 2017). It has received more attention with the increase of severe drought occurrences. The physiological acclimatization of individuals may buffer the effect of drought (Schwalm et al., 2017); thus, it is meaningful to improve adaptability in plants by increasing their drought stress tolerance.

Plants have specific adaptive responses that protect them from environmental stresses (Chinnusamy et al., 2004), which are generally controlled by many complex regulatory networks involving numerous genes. The regulation of gene expression can be carried out at the transcriptional, post-transcriptional, and epigenetic modification levels. In plants, several biological processes are regulated by small RNAs at the transcriptional and post-transcriptional levels, including plant growth and development processes, as well as biotic and abiotic stress responses (Trindade et al., 2010; Capitão et al., 2011; Liu et al., 2014; Gao et al., 2016; Shu et al., 2016; Garg et al., 2019). Small RNAs (21–26 nt) are ubiquitous, versatile repressors of gene expression in plants, animals, and many fungi, which include short interfering RNAs (siRNAs), small temporal RNAs (stRNAs), heterochromatic siRNAs, tiny non-coding RNAs, and microRNAs (miRNAs) (Finnegan and Matzke, 2003). In plants, miRNAs are endogenous non-coding small RNAs measuring 20–24 nt long (Jones-Rhoades et al., 2006). They negatively regulate gene expression at the post-transcriptional level *via* direct cleavage of the target mRNA or inhibition of target gene translation by recognizing and combining to their target mRNAs (Bartel, 2004; Voinnet, 2009). A single miRNA can have several target genes, and several miRNAs can regulate one gene. Therefore, the gene pool regulated by miRNAs can be very extensive.

Plant miRNAs are frequently complementary to their target mRNAs; this complementarity effectively triggers target mRNA degradation (Llave et al., 2002; Tang et al., 2003) and loss of protein-coding function (German et al., 2008; Iwakawa and Tomari, 2015). Most miRNAs regulate the expression of target genes in plants *via* splicing, and slicing often occurs at the tenth or eleventh nucleotide of the complementary region of the miRNA and mRNA. Thus, the identification of target genes is crucial for miRNA functional analysis. High-throughput sequencing is the most popular technique for identifying miRNAs in plants, because it allows for an easier and faster access to large numbers of miRNAs, especially those of low abundance (Allen et al., 2004). Afterwards, the functions of miRNAs may be identified through bioinformatic prediction or degradome sequencing. Degradome sequencing screens out the target genes for miRNAs by combining the advantages of high-throughput sequencing technology and bioinformatics analysis. The key point of the correlation analysis of the transcriptome and small RNA is the result of the degradome sequencing.

*Medicago ruthenica* L. is a cross-pollinated, diploid (2*n* = 16) perennial legume forage, with a remarkable ability to adapt to extreme environments. Thus, *M. ruthenica* is considered a valuable forage crop, which may be used as a potential source of genes to improve abiotic stress resistance in cultivated alfalfa (Campbell et al., 1997). There have been many reports on the molecular mechanisms induced by drought stress in leguminous forage (Li et al., 2017; Zhang et al., 2018, 2019), but few on *M. ruthenica*. Moreover, a number of miRNAs have been identified to be associated with responses to drought stress in several species, such as *Arabidopsis thaliana* (Liu et al., 2008), tomato (Liu et al., 2018), *Oryza sativa* (Chen and Li, 2018; Nadarajah and Kumar, 2019), and *Gossypium hirsutum* (Lu et al., 2019). Here, we integrated transcriptome, miRNAome, and degradome results to identify drought-response genes and miRNAs in *M. ruthenica*, and find potential regulatory patterns of miRNA-target pairs. These results may provide novel insights into the response to abiotic stresses of *M. ruthenica*, and contribute to drought resistance breeding of forage in the future.

## Results

### Transcriptome Sequencing in *M. ruthenica* Under Drought Stress

To profile the expression of genes in *M. ruthenica* in response to drought stress, nine libraries were constructed from three leaf samples (CK: control, DS: plants under drought stress, RW: plants rewatering after drought stress), each with three biological replicates. Then, 36,207,356 to 55,818,774 raw data were generated, accounting for 5.43–8.37 GB of sequencing data (Supplementary Table 1). A total of 147,957 transcripts were obtained from all cDNA libraries. After conducting quality control, the transcripts were assembled into 52,457 unigene clusters, with an N50 value of 1,451 bp. A summary of the transcriptome sequencing of *M. ruthenica* is shown in Table 1.

**TABLE 1:** Summary of *M. ruthenica* transcriptome sequencing.

Index	Transcript	Gene
All	147,957	52,457
GC%	39.48	39.19
Min length (bp)	201	201
Median length (bp)	582	497
Max length (bp)	15,683	15,683
Total assembled bases	128,392,014	44,936,112
N50 (bp)	1,323	1,451

All assembled unigene clusters were aligned against Gene Ontology (GO),^1^ Kyoto Encyclopedia of Genes and Genomes (KEGG),^2^ Pfam database,^3^ SwissProt database,^4^ evolutionary genealogy of genes: Non-supervised Orthologous Groups (eggNOG)^5^ databases, and NCBI non-redundant protein database (NCBI_NR)^6^ using DIAMOND 23 with a threshold *E*-value < 0.00001 (Buchfink et al., 2015). The statistical results from six authoritative databases are listed in Table 2.

**TABLE 2:** Statistical results from the DIAMOND 23 annotation.

DB	Number	Ratio (%)
All	52,457	100.00
GO	25,074	47.80
KEGG	20,934	39.91
Pfam	23,700	45.18
SwissProt	20,598	39.27
eggNOG	28,833	54.97
NR	33,136	63.17

### Differentially Expressed Genes in *M. ruthenica* Under Drought Stress

To identify the differentially regulated genes under drought stress in *M. ruthenica*, three comparisons of the three test conditions (CK, DS, and RW) were performed. In total, 3,905 genes were significantly differentially expressed among the three test groups. There were 3,065, 2,508, and 205 differentially expressed genes (DEGs) in the DS vs. CK, DS vs. RW, and RW vs. CK comparisons, respectively (Figure 1A). The overlapping DEGs among the three comparisons were shown in a Venn diagram in Figure 1B. The DEG overlap (1,737 overlapping DEGs) between DS vs. CK and DS vs. RW was much greater than the other two comparison groups (82 overlapping DEGs between DS vs. CK and RW vs. CK, 75 DEGs between DS vs. RW and RW vs. CK). Further analysis of the 1,737 overlapping DEGs showed that 1,219 upregulated genes and 517 downregulated genes were exactly the same in the DS vs. CK and DS vs. RW comparisons, except for one DEG (TRINITY_DN21640_c0_g2), which exhibited opposing trends (Figure 1C); this indicates that the 1,736 overlapping DEGs were involved in drought stress responses in *M. ruthenica*. Among all DEGs, 10 showed differential expression across all the treatments (Figure 1B). The information of all the DEGs in three comparisons is shown in Supplementary Table 2.

**FIGURE 1:**
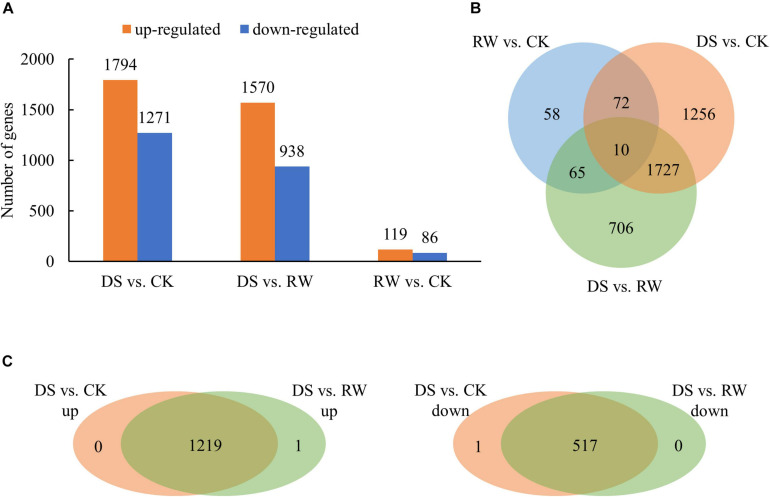
Differentially expressed gene analysis for control (CK), drought stress (DS), and rewatering (RW) treatment in *M. ruthenica*. **(A)** The number of DEGs for the DS vs. CK, DS vs. RW, and RW vs. CK comparisons (*p* < 0.05); orange, upregulated DEGs; blue, downregulated DEGs. **(B)** Venn diagram of overlapping DEGs among the three comparisons. **(C)** Venn diagrams to illustrate the overlapping DEGs with upregulated expression between the DS vs. CK comparison and the DS vs. RW comparison, and the overlapping DEGs with downregulated expression.

### Functional Annotation and Enrichment Analysis of the DEGs

In total, 2,866 DEGs were annotated to 2,186 GO terms *via* GO analysis. We detected significant enrichments (*p* < 0.05) of 331 GO terms in *M. ruthenica* under drought stress (Supplementary Table 3). In the “biological processes” category, the main terms, including “regulation of transcription, DNA-templated” (GO:0006355), “transcription, DNA-templated” (GO:0006351), “protein phosphorylation” (GO:0006468), and “oxidation-reduction process” (GO:0055114), were highly enriched in the DEGs; In the “molecular function” category, DEGs were significantly enriched in the terms “molecular function” (GO:0003674), “DNA binding transcription factor activity” (GO:0003700), “DNA binding” (GO:0003677), “protein serine/threonine kinase activity” (GO:0004674), and “sequence-specific DNA binding” (GO:0043565); In the “cellular component” category, DEGs were significantly enriched in the terms “plasma membrane” (GO:0005886), “integral component of membrane” (GO:0016021), “chloroplast” (GO:0009507), “membrane” (GO:0016020), and “extracellular region” (GO:0005576).

Then, with KEGG analysis, 2,201 DEGs were annotated to 122 different pathways, of which, 29 were significantly enriched (*p* < 0.05) (Supplementary Table 3). The DEGs were mostly included in the KEGG pathways of “Plant hormone signal transduction,” “Plant–pathogen interaction,” and “MAPK signaling pathway – plant,” indicating their significant roles during drought stress.

Table 3 showed the DEGs that are involved in two key KEGG pathways. The DEGs that enriched both in ko04075 (plant hormone signal transduction) and ko04016 (MAPK signaling pathway – plant) pathways included genes like transcription factor bHLH, transcription factor MYC, serine/threonine-protein kinase, abscisic acid receptor PYL, and probable protein phosphatase 2C. The DEGs that enriched both in ko04626 (plant–pathogen interaction) and ko04016 (MAPK signaling pathway – plant) pathways included genes like WRKY transcription factor, hypothetical protein TSUD, LRR receptor-like kinase family protein, LRR receptor-like kinase resistance protein, and calmodulin.

**TABLE 3:** The DEGs associated with ko04075 (plant hormone signal transduction), ko04626 (plant–pathogen interaction), and ko04016 (MAPK signaling pathway – plant) pathways.

Gene_ID	Annotation	Name
**The DEGs associated with ko04075 and ko04016 pathways**		
TRINITY_DN22772_c2_g1	Abscisic acid receptor PYL4 (*Medicago truncatula*)	PYL4
TRINITY_DN14995_c0_g6	Abscisic acid receptor PYL4 (*Medicago truncatula*)	PYL4
TRINITY_DN24297_c0_g1	Basic helix loop helix (BHLH) family transcription factor (*Medicago truncatula*)	MYC2
TRINITY_DN23594_c1_g1	EIN3-binding F-box protein 1 (*Medicago truncatula*)	EBF2
TRINITY_DN23245_c0_g1	EIN3-binding F-box protein 1 (*Medicago truncatula*)	EBF2
TRINITY_DN12343_c0_g1	Ethylene response factor 5 (*Medicago sativa*)	ERF1B
TRINITY_DN12343_c0_g2	Ethylene-responsive transcription factor 1B (*Medicago truncatula*)	ERF1B
TRINITY_DN20251_c0_g2	Hypothetical protein TSUD_14780 (*Trifolium subterraneum*)	PYL8
TRINITY_DN16118_c1_g2	PREDICTED: serine/threonine-protein kinase SAPK1-like isoform X2 (*Lupinus angustifolius*)	SAPK2
TRINITY_DN22472_c0_g2	Probable protein phosphatase 2C 51 (*Medicago truncatula*)	Os05g0572700
TRINITY_DN22472_c0_g4	Probable protein phosphatase 2C 51 (*Medicago truncatula*)	Os05g0572700
TRINITY_DN19234_c0_g2	Putative protein-serine/threonine phosphatase (*Medicago truncatula*)	PP2CA
TRINITY_DN25407_c0_g1	Putative protein-serine/threonine phosphatase (*Medicago truncatula*)	SAG113
TRINITY_DN25293_c1_g2	Putative reverse transcriptase, RNA-dependent DNA polymerase (*Medicago truncatula*)	PRB1
TRINITY_DN14527_c0_g1	Putative reverse transcriptase, RNA-dependent DNA polymerase (*Medicago truncatula*)	–
TRINITY_DN20934_c0_g2	Putative transcription factor bHLH family (*Medicago truncatula*)	AIB
TRINITY_DN15293_c0_g1	Receptor like protein kinase S.2 (*Medicago truncatula*)	LECRKS2
TRINITY_DN16118_c0_g1	Serine/threonine-protein kinase SAPK2 (*Medicago truncatula*)	SAPK2
TRINITY_DN18125_c0_g2	Serine/threonine-protein kinase SRK2A-like protein (*Trifolium pretense*)	SRK2H
TRINITY_DN19936_c0_g1	Serine/threonine-protein kinase SRK2E (*Medicago truncatula*)	SRK2E
TRINITY_DN17078_c0_g4	Transcription factor bHLH13 (*Medicago truncatula*)	BHLH13
TRINITY_DN20934_c0_g3	Transcription factor bHLH13 (*Medicago truncatula*)	BHLH13
TRINITY_DN22485_c0_g3	Transcription factor bHLH18 (*Medicago truncatula*)	BHLH25
TRINITY_DN25067_c1_g3	Transcription factor bHLH18 (*Medicago truncatula*)	BHLH25
TRINITY_DN23532_c1_g1	Transcription factor bHLH18 (*Medicago truncatula*)	BHLH25
TRINITY_DN25067_c1_g1	Transcription factor bHLH18 (*Medicago truncatula*)	BHLH25
TRINITY_DN19283_c0_g1	Transcription factor bHLH19 (*Medicago truncatula*)	BHLH25
TRINITY_DN25988_c1_g1	Transcription factor MYC2 (*Medicago truncatula*)	MYC2
TRINITY_DN17929_c0_g2	Transcription factor MYC2 (*Medicago truncatula*)	BHLH14
**The DEGs associated with ko04626 and ko04016 pathways**		
TRINITY_DN17467_c0_g4	Calmodulin (*Medicago truncatula*)	–
TRINITY_DN12142_c0_g1	EF-hand pair protein (*Medicago truncatula*)	–
TRINITY_DN19984_c0_g1	Esterase AGAP003155 isoform X1 (*Medicago truncatula*)	SPAC22A12.06c
TRINITY_DN19796_c0_g1	Hypothetical protein TSUD_205570 (*Trifolium subterraneum*)	WRKY11
TRINITY_DN22374_c0_g2	Hypothetical protein TSUD_302020 (*Trifolium subterraneum*)	AtMg01250
TRINITY_DN22688_c0_g2	Hypothetical protein TSUD_385260 (*Trifolium subterraneum*)	XA21
TRINITY_DN15050_c0_g1	LRR receptor-like kinase family protein (*Medicago truncatula*)	XA21
TRINITY_DN20801_c0_g3	LRR receptor-like kinase resistance protein, partial (*Trifolium pratense*)	–
TRINITY_DN13721_c0_g1	LRR receptor-like kinase resistance protein, partial (*Trifolium pratense*)	At3g47570
TRINITY_DN16445_c0_g3	LRR receptor-like serine/threonine-protein kinase FLS2 (*Medicago truncatula*)	FLS2
TRINITY_DN20143_c0_g1	MDIS1-interacting receptor like kinase 2 (*Medicago truncatula*)	PGIP2
TRINITY_DN15715_c0_g3	Probable calcium-binding protein CML45 (*Medicago truncatula*)	CML45
TRINITY_DN16518_c0_g2	Probable WRKY transcription factor 15 isoform X1 (*Medicago truncatula*)	WRKY15
TRINITY_DN25387_c0_g7	Probable WRKY transcription factor 28 (*Medicago truncatula*)	WRKY28
TRINITY_DN23864_c3_g1	Probable WRKY transcription factor 29 (*Medicago truncatula*)	WRKY29
TRINITY_DN18166_c0_g2	Probable WRKY transcription factor 33 (*Medicago truncatula*)	WRKY33
TRINITY_DN15895_c0_g2	Probable WRKY transcription factor 35 (*Medicago truncatula*)	WRKY35
TRINITY_DN24400_c0_g11	Probable WRKY transcription factor 47 (*Medicago truncatula*)	WRKY42
TRINITY_DN15622_c0_g12	Probable WRKY transcription factor 50 (*Medicago truncatula*)	WRKY50
TRINITY_DN20789_c0_g3	Probable WRKY transcription factor 65 (*Medicago truncatula*)	WRKY69
TRINITY_DN15214_c0_g1	Probable WRKY transcription factor 69 (*Medicago truncatula*)	WRKY69
TRINITY_DN14689_c0_g2	Putative protein kinase RLK-Pelle-LRR-XI-1 family (*Medicago truncatula*)	–
TRINITY_DN25293_c1_g2	Putative reverse transcriptase, RNA-dependent DNA polymerase (*Medicago truncatula*)	PRB1
TRINITY_DN14527_c0_g1	Putative reverse transcriptase, RNA-dependent DNA polymerase (*Medicago truncatula*)	–
TRINITY_DN14614_c0_g1	Putative RNA-directed DNA polymerase (*Medicago truncatula*)	AtMg00810
TRINITY_DN15293_c0_g1	Receptor like protein kinase S.2 (*Medicago truncatula*)	LECRKS2
TRINITY_DN17908_c0_g4	Respiratory burst oxidase homolog protein E (*Medicago truncatula*)	RBOHE
TRINITY_DN15806_c0_g5	Toll/interleukin-1 receptor-like protein (*Medicago truncatula*)	–
TRINITY_DN20306_c1_g5	Unnamed protein product, partial (*Brassica oleracea*)	CAM-1
TRINITY_DN20427_c1_g4	WRKY transcription factor WRKY108715 (*Medicago truncatula*)	WRKY24
TRINITY_DN15802_c1_g3	WRKY transcription factor WRKY24 isoform X1 (*Medicago truncatula*)	WRKY24
TRINITY_DN15802_c1_g2	WRKY transcription factor WRKY24 isoform X1 (*Medicago truncatula*)	WRKY24

### qRT-PCR Verification of mRNA-Seq Analysis of Gene Expression

To validate the mRNA-Seq results, 10 genes were selected for quantitative real-time polymerase chain reaction (qRT-PCR) analysis. The information of these genes is shown in Supplementary Table 4. The qRT-PCR results (Figure 2) showed similar expression trends to their high-throughput sequencing analysis, which suggested that our RNA-seq data are credible.

**FIGURE 2:**
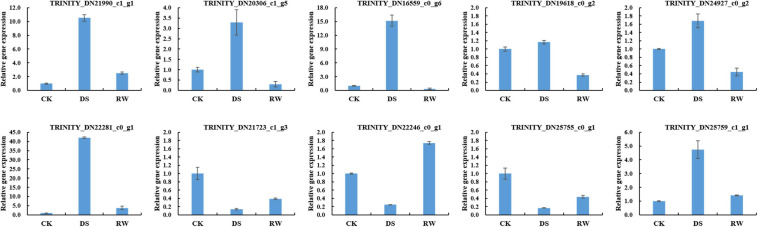
Relative gene expression for qRT-PCR verification of mRNA-Seq results. The data were the average of three qRT-PCR replicates for each sample from three biological replicates. *GAPDH* of alfalfa was used as an internal reference. Error bars indicate the standard deviation of three biological replicates.

### Deep Sequencing of *M. ruthenica* Small RNAs

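Small RNA was sequenced from leaves of M. ruthenica seedlings that were 4 weeks old when the treatments began. Control plants (CK) were watered every 3 days, drought-stressed plants (DS) received no water for 15 days, and rewatered plants (RW) went without water for the same 15 days and were collected 2 days after watering resumed. There were 3 libraries per group, which the paper describes as biological replicates. mtr-miR166a, whose family silences HD-ZIP III transcription factors of leaf development, was the most abundant miRNA in all 3 groups. It held 56.6 ± 5.68% of the listed values in CK, 54.9 ± 6.05% in DS and 61.0 ± 5.86% in RW (SD, n = 3). mtr-miR159a, whose family silences MYB transcription factors, held 17.5 ± 4.01%, 19.7 ± 7.01% and 15.2 ± 4.45%, and mtr-miR396a-5p, whose family silences growth-regulating factors, held 6.92 ± 0.931%, 5.23 ± 0.579% and 5.16 ± 1.39% (SD, n = 3).
The libraries were made from 5 µg of total RNA with the TruSeq Small RNA kit and sequenced on an Illumina HiSeq instrument, and the authors annotated sequences of 18 to 25 nt against miRBase 22.0. The values are read counts that the authors multiplied by 1 factor per library (normalized counts), and they sum to between 1237470 and 1718280 per library. The low values of a library lie on steps of 1 size, which is 0.252 to 0.310 in CK, 0.788 to 0.893 in DS and 0.460 to 0.617 in RW. The smallest value above 0 was 0.652 to 1.55 in CK, 3.94 to 4.21 in DS and 2.30 to 3.09 in RW, so a miRNA listed at 0 in DS can have a level that would be listed in CK. A mean of 457 miRNA names was above 0 in CK, 293 in DS and 363 in RW. In the paper's Table S5, 19.2% of the raw reads of CK, 50.2% of DS and 33.3% of RW were removed by the adapter and length filter. Group differences were tested with limma on log2 (value + 1) over the 339 of 595 miRNA names that reached a value of 5 in 3 or more libraries, in 1 fit of all 9 libraries, and Benjamini-Hochberg adjusted p-values under 0.05 were taken as passing.

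**Figure D1:**
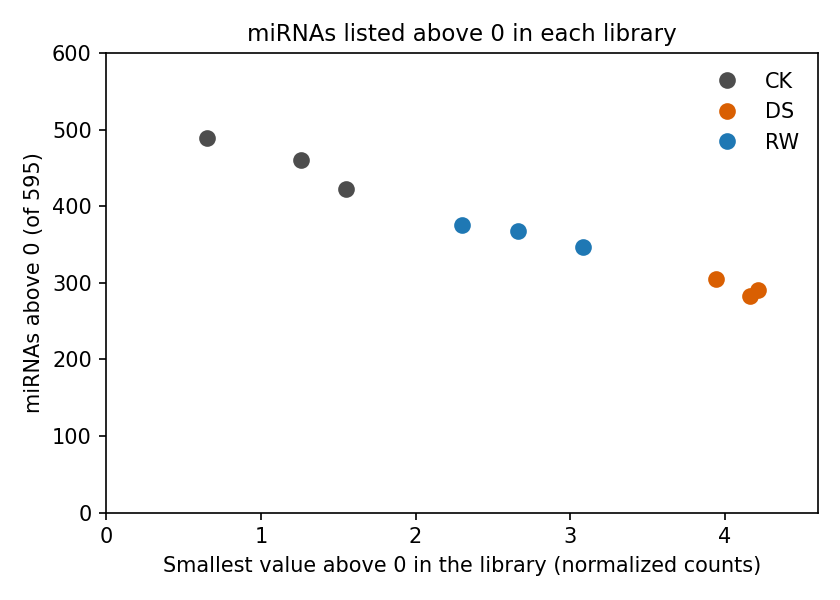
Number of miRNA names listed above 0 (y axis, of 595) against the smallest value above 0 (x axis, normalized counts) in each of the 9 libraries, with 1 point per library. The CK libraries list 423 to 489 names, the RW libraries 347 to 376 and the DS libraries, which have the highest smallest values, 283 to 305.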

The small RNA deep sequencing of *M. ruthenica* was performed from three samples (CK, DS, and RW), each with three biological replicates. We counted the raw data sequencing outputs, and generated unique sequences and their corresponding copies. A total of 16,112,539, 13,520,602, and 17,459,447 reads, and 4,029,151, 2,602,204, and 3,314,079 unique sequences were generated from CK, DS, and RW, respectively (Supplementary Table 5). Meanwhile, by comparing the acquired sgRNA sequence with the mRNA, RFam (including rRNA, tRNA, snRNA, and snoRNA), and Repbase databases, we established 12,257,093, 6,163,546, and 10,663,527 valid reads, and 3,422,624, 1,675,939, and 2,468,514 valid unique sequences in the CK, DS, and RW groups. These valid data were subjected to further miRNA comparison identification and prediction analysis.

After removing the low-quality sequences, 18–25 nt long sequences were obtained. As shown in Table 4, 77.31% were 21- or 24-nt long unique miRNA sequences, which accounted for most classes of *M. ruthenica* sRNA. These results are consistent with those of other plant species, such as *A. thaliana* (Rajagopalan et al., 2006; Fahlgren et al., 2007), *Medicago truncatula* (Szittya et al., 2008; Eyles et al., 2013), and *Arachis hypogaea* (Chi et al., 2011).

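The largest group of miRNA names was of 24 nt and most of the signal was in miRNAs of 21 nt. The 276 names of 24 nt made up 46.4% of the 595 names and the 184 names of 21 nt made up 30.9%. miRNAs of 21 nt, the length that the Dicer-like enzyme DCL1 mostly makes, held 90.7 ± 1.57% of the listed values in CK, 89.1 ± 0.663% in DS and 88.6 ± 0.814% in RW (SD, n = 3). Those of 24 nt, a length typical of small interfering RNAs, held 0.252 ± 0.0203% in CK, 0.237 ± 0.0161% in DS and 0.283 ± 0.0489% in RW (SD, n = 3). Neither share differed between groups beyond the spread of the libraries (2-sided exact permutation tests, p = 0.2 to 0.6, where the smallest p that 3 libraries against 3 allow is 0.1). The shortest sequences, of 18 and 19 nt, held 0.289 ± 0.0528% in CK, 0.850 ± 0.409% in DS and 0.855 ± 0.0387% in RW (SD, n = 3), and every DS and RW library was above every CK library (exact permutation test, p = 0.1 for each).
Of the 121 tested miRNAs of 21 nt, 6 fell in RW vs. CK (6 lower when adjusted over the list alone), with a median log2 fold change of -0.39 (camera, adjusted p = 0.00229), or -0.24 without RW replicate 2, -0.26 with a pseudocount of 5, and, by settings chosen after seeing the data, -0.19 with low values raised to a common level and -0.23 over miRNAs above 0 in all libraries. This call has an adjusted p = 0.159 with an estimated correlation. In DS vs. CK, 1 of them rose and 4 fell (4 lower when adjusted over the list alone), and in DS vs. RW 2 rose and 1 fell (the same counts when adjusted over the list alone). Of the 134 tested miRNAs of 24 nt, 2 rose and 3 fell in DS vs. CK, 1 fell in DS vs. RW, and 3 rose and 1 fell in RW vs. CK (2 and 3, 1, and 0 when adjusted over the list alone, with 9 at an unadjusted p under 0.05 and 15 of all 276 names by the methods' test in RW vs. CK). Their median in DS vs. RW was -0.42 (camera, adjusted p = 0.0189, adjusted p = 0.204 with an estimated correlation, adjusted p = 0.137 without DS replicate 3 and 0.0528 without RW replicate 2), or -0.26 with a pseudocount of 5, -0.22 with the raised values and -0.17 over miRNAs above 0 in all libraries (adjusted p = 0.234). Of the 38 tested miRNAs of 22 nt, 4 fell in DS vs. CK, 1 rose and 2 fell in DS vs. RW, and 1 rose and 1 fell in RW vs. CK (3 higher and 6 lower, 1 and 3, and 1 and 1 when adjusted over the list alone). The number of names of 24 nt above 0 was 207 ± 26.3 in CK, 113 ± 3.51 in DS and 158 ± 7.57 in RW (SD, n = 3), in libraries whose smallest listed values differ in the reverse order.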

**TABLE 4:** Length distribution of unique miRNAs.

Length (bp)	Unique miRNA	% Unique miRNA
18	21	3.53
19	15	2.52
20	11	1.85
21	184	30.92
22	61	10.25
23	21	3.53
24	276	46.39
25	6	1.01
All	595	100.00

### Identification of Conserved and Novel miRNAs in *M. ruthenica*

To identify conserved miRNAs in *M. ruthenica*, we compared the small RNA sequences with known plant miRNAs in the miRBase. Based on sequence homology, 532 conserved miRNAs belonging to 65 miRNA families, and 63 novel miRNAs were identified from the nine libraries (Table 5).

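The 532 names matched to miRBase (conserved) held most of the signal, and the 63 predicted miRNAs without a match (PC-named) held little of it. PC-named miRNAs made up 1.01 ± 0.0997% of the listed values in CK, 1.06 ± 0.239% in DS and 0.499 ± 0.158% in RW (SD, n = 3). Every RW library was below every CK library and every DS library (2-sided exact permutation tests, p = 0.1, the smallest that 3 against 3 allow), and DS and CK overlapped (exact permutation test, p = 0.7). PC-3p-54_81480 alone held 0.748 ± 0.0768% in CK, 0.851 ± 0.199% in DS and 0.333 ± 0.148% in RW (SD, n = 3), which is most of this share and of its fall. The other PC-named miRNAs together held 0.257 ± 0.0474%, 0.209 ± 0.0410% and 0.166 ± 0.0184% (SD, n = 3), with every RW library below every CK library (exact permutation test, p = 0.1) and RW and DS overlapping (p = 0.3), a split made after seeing the data. Of the 63 PC-named miRNAs, 39 were of 24 nt and 20 of 21 nt. The 34 that were tested gave 2 that fell in DS vs. CK, 1 that rose in DS vs. RW and 3 that fell in RW vs. CK, at an adjusted p under 0.05 from limma (the same counts when adjusted over the list alone). PC-3p-78936_58 was among those that fell in both comparisons with CK. It was at 19.6 ± 8.02 normalized counts in CK (SD, n = 3) and listed at 0 in all DS and RW libraries (adjusted p = 0.0139 and 0.0110), and without any 1 of the CK libraries it is not tested. It did not pass the methods' test in either comparison. PC-5p-21436_288 was at 64.9 ± 58.8 in CK, 27.1 ± 17.4 in DS and 3.07 ± 5.31 in RW (SD, n = 3; RW vs. CK adjusted p = 0.0274, and 0.0540 to 0.124 without CK replicates 1, 2 or 3 or RW replicates 2 or 3; 0.0698 with a pseudocount of 0.1 and 0.0523 with the fragment-like list left out; unadjusted p = 0.209 by the methods' test).
The 532 conserved names stand for 480 different sequences, since 52 sequences carry more than 1 name. They fall into 135 families by the number in the name, of which 55 have a single name. The largest by names is miR1527 with 52. In all, 332 names are arms predicted from a known precursor. Of those tested, 3 rose and 4 fell in DS vs. CK, 1 rose and 3 fell in DS vs. RW, and 6 rose in RW vs. CK (3 and 4, 1 and 3, and 4 higher when adjusted over the list alone). In RW vs. CK camera ranked these arms higher than other miRNAs (adjusted p = 0.0336, adjusted p = 0.0699 with an estimated correlation, adjusted p = 0.113 without CK replicate 3) and fry did not pass (adjusted p = 0.150). Their median log2 fold change was near 0 and had no settled sign (-0.0447, 0.0241 and 0.0509 without CK replicates 1 and 2, -0.0194 without DS replicate 1, 0.0552, 0.115 and 0.0740 without RW replicates 1, 2 and 3, 0.0531 with median-of-ratios scaling, -0.00870 with upper-quartile scaling, -0.0164 with a pseudocount of 5, -0.129 with no filter and 0.0757 with low values raised). A total of 186 names were above 0 in all 9 libraries and 67 in a single library.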

**TABLE 5:** Summary of identified conserved and novel miRNAs.

Groups	Pre-miRNA	Unique miRNA
gp1	37	56
gp2a	34	42
gp2b	365	359
gp3	67	75
gp4	57	63
Total	560	595

*gp1: Reads were mapped against the miRNAs/pre-miRNAs of specific species in miRBase, and the pre-miRNAs were further mapped to the genome and EST; gp2a: Reads were mapped against the miRNAs/pre-miRNAs of selected species in miRBase. The reads (as well as the miRNAs of the pre-miRNAs) were mapped against the genome, while the mapped pre-miRNAs were not. The extended genome sequences from the genome loci may form hairpins; gp2b: Reads were mapped against the miRNAs/pre-miRNAs of selected species in miRBase. The reads (as well as the miRNAs of the pre-miRNAs) were mapped to the genome, while the mapped pre-miRNAs were not. The extended genome sequences from the genome loci may not form hairpins; gp3: Reads were mapped against the miRNAs/pre-miRNAs of selected species in miRBase. The mapped pre-miRNAs and the reads were not mapped against the genome. However, the reads were mapped against the miRNAs (Matures); gp4: Reads were not mapped to pre-miRNAs of selected species in miRBase. However, the reads were mapped against the genome. The extended genome sequences may form hairpins.*

### Drought-Responsive miRNAs in *M. ruthenica*

To identify miRNAs in response to drought in *M. ruthenica*, we analyzed and compared the read counts in nine libraries. miRNAs with a *p*-value < 0.05 were considered DEMs. In total, 33, 21, and 40 miRNAs were differentially expressed in the DS vs. CK, DS vs. RW, and RW vs. CK comparisons, respectively. 

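In drought-stressed leaves, the copper-responsive miRNAs were lower than in the control, and miRNAs of families taken to resemble fragments of rRNA or tRNA (fragment-like) were higher. Most copper-responsive families silence mRNAs of copper proteins, while mtr-miR2119 of this list silences alcohol dehydrogenase mRNA. The fragment-like families were chosen from general knowledge, and their sequences were not compared with rRNA or tRNA. Of the 8 tested copper-responsive miRNAs, 4 fell in DS vs. CK (6 lower when adjusted over the list alone), with a median log2 fold change of -3.42, or -2.47 with every value under the highest smallest value of any library raised to it and -1.46 over miRNAs above 0 in all libraries, settings chosen after seeing the data, and -1.88 with no filter (camera, adjusted p = 4.87e-05, adjusted p = 0.128 with an estimated correlation). Of the 18 fragment-like miRNAs, 5 rose (10 higher when adjusted over the list alone), with a median of 1.44 (camera, adjusted p = 4.34e-13, adjusted p = 0.128 with an estimated correlation). mtr-MIR2592bj-p3_2ss12TC19AT, of a family found in Medicago, was at 152 ± 69.4 normalized counts in CK and 794 ± 512 in DS (SD, n = 3), a log2 fold change of 2.29 (standard error 0.45, adjusted p = 0.0144 from limma). mtr-MIR1510b-p5_1ss22CT, from the precursor of a family that silences NBS-LRR resistance genes, was at 921 ± 445 in CK and 179 ± 73.3 in DS (SD, n = 3), a log2 fold change of -2.35 (standard error 0.44, adjusted p = 0.0144 from limma).
In all, 7 miRNAs rose and 11 fell in DS vs. CK. Which direction had more calls depended on the setting: 12 rose and 8 fell at a minimum of 20 or with low values raised to a common level, 14 rose and 3 fell over miRNAs above 0 in all libraries, 2 rose and 0 fell without CK replicate 2, 3 rose and 2 fell without CK replicate 3, and 12 rose and 11 fell with a pseudocount of 5. The restriction to miRNAs above 0 in all libraries drops those listed at 0 in DS, which takes out lower ones preferentially. With the fragment-like list left out and the other miRNAs scaled to their total, 1 rose and 10 fell. The 5 members of that list that rose are not counted there. Scaled to the table's total with the list kept, 7 rose and 11 fell. Of the 14 tested NBS-LRR-targeting miRNAs, mtr-MIR1510b-p5_1ss22CT fell (1 lower when adjusted over the list alone). Of 9 phosphate-responsive miRNAs, mtr-miR2111l, whose family moves from shoot to root and silences the nodulation regulator TML, rose from 465 ± 97.6 to 1098 ± 309 (SD, n = 3; log2 fold change 1.22, adjusted p = 0.0443; 1 higher when adjusted over the list alone). Of the 32 miRNAs of legume families that the paper discusses, 1 rose and 2 fell (2 and 2 when adjusted over the list alone), and this list was chosen partly on these libraries, so it is not independent evidence. None of the 21 auxin-related miRNAs, 62 miRNAs that silence transcription factors of development, 5 miRNAs of the miRNA pathway (miR162 and miR168) or the 1 sulfate-responsive miRNA passed limma's test, over all miRNAs or over the list alone. Among them 2, 12, 0 and 0 had an unadjusted p under 0.05. Over all names of these lists, tested or not, 2, 6, 0 and 0 passed the methods' test. The DS libraries listed the fewest miRNAs above 0, and the share of the values in copper-responsive miRNAs was 0.467 ± 0.129% in CK and 0.265 ± 0.0935% in DS (SD, n = 3), with libraries that overlap (exact permutation test, p = 0.2). The share in fragment-like miRNAs was 0.590 ± 0.0836% in CK and 1.62 ± 0.705% in DS (SD, n = 3). All 18 changed miRNAs had groups that did not overlap, as had 95 of the 339 tested (28.0%, where chance gives 10%). The 10% is for libraries with the same smallest listed value. These values differ between the groups and can keep groups of low level apart, so the excess is not a count of changes. The calls rest on the CK libraries: limma called 0 miRNAs without CK replicate 1 (45 at an unadjusted p under 0.05), 2 without CK replicate 2 and 5 without CK replicate 3, and 11 without RW replicate 1. The calls were lost for mtr-MIR2592bj-p3_2ss12TC19AT (adjusted p = 0.0793 to 0.0921 without CK replicates 1 or 2; 0.0579 with only the groups compared; unadjusted p = 0.160 by the methods' test), mtr-MIR1510b-p5_1ss22CT (adjusted p = 0.0577 to 0.0921 without CK replicates 1 or 2; unadjusted p = 0.0982 by the methods' test) and mtr-miR2111l (adjusted p = 0.0624 to 0.171 without any 1 of the replicates CK 1, 2, 3, DS 1, 2, RW 1, 3; 0.0545 scaled to the table's total, 0.0685 with only the groups compared and 0.0661 with the fragment-like list left out; unadjusted p = 0.0598 by the methods' test).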

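After rewatering, the copper-responsive miRNAs remained below the control and the fragment-like miRNAs above it. In RW vs. CK, 4 of the 8 copper-responsive miRNAs fell (7 lower when adjusted over the list alone), with a median log2 fold change of -3.50, or -2.58 with low values raised to a common level and -1.98 with no filter (camera, adjusted p = 7.40e-07, adjusted p = 0.0699 with an estimated correlation). The list held 0.102 ± 0.0570% of the values in RW (SD, n = 3). Every RW library was below every CK and every DS library in this share (exact permutation tests, p = 0.1 for each, the smallest possible). Of the fragment-like miRNAs, 7 rose (10 higher when adjusted over the list alone), with a median of 1.60 (camera, adjusted p = 2.91e-14, adjusted p = 0.0699 with an estimated correlation), and they held 2.14 ± 0.256% of the values in RW (SD, n = 3). mtr-miR5559-5p was at 1655 ± 701 normalized counts in CK, 810.5 ± 364 in DS and 156 ± 61.9 in RW (SD, n = 3), with a log2 fold change of -3.39 (standard error 0.48, adjusted p = 0.00250 from limma) in RW vs. CK (unadjusted p = 0.0648 by the methods' test) and 2.34 in DS vs. RW (adjusted p = 0.0213, and adjusted p = 0.0646 to 0.107 without DS replicates 2 or 3 or RW replicates 1, 2 or 3; 0.101 with only the groups compared; unadjusted p = 0.0857 by the methods' test). mtr-miR5754 was listed at 0 in DS and in 1 of the CK libraries and was at 14.7, 150 and 50.6 in the RW libraries (DS vs. RW adjusted p = 0.0175 from limma). This call had adjusted p = 0.0510 to 0.0909 without DS replicate 3 or RW replicates 1, 2 or 3, and 0.0538 with only the groups compared. mtr-miR5754 did not pass the methods' test in DS vs. RW.
In total, 10 miRNAs rose and 8 fell in RW vs. CK, and 3 were higher and 5 lower in DS than in RW (1 and 5 when the libraries were scaled to the table's total). Here too the direction with more calls depended on the setting. In RW vs. CK 2 rose and 5 fell with the fragment-like list left out and the other miRNAs scaled to their total (8 and 7 scaled to the table's total with the list kept). Leaving out the list removes the 7 of its members that rose in RW vs. CK. In this comparison 14 rose and 15 fell with low values raised to a common level, 10 rose and 12 fell with no filter, 10 rose and 11 fell without DS replicate 1, 7 rose and 11 fell without RW replicate 1, 3 rose and 5 fell without RW replicate 2, and 5 rose and 5 fell without RW replicate 3. In DS vs. RW 3 were higher and 1 lower at a minimum of 20 or over miRNAs above 0 in all libraries, 3 higher and 3 lower with low values raised to a common level, and 2 higher and 2 lower without RW replicate 3. In DS vs. RW none of the copper-responsive or fragment-like miRNAs passed limma's test (1 higher and 1 lower, and none, when adjusted over the list alone). In each list 2 tested members had an unadjusted p under 0.05, and 1 of all names passed the methods' test. Of the miRNAs that silence transcription factors of development, 2 rose in RW vs. CK (1 higher when adjusted over the list alone), and 1 was higher and 1 lower in DS vs. RW (the same when adjusted over the list alone). The auxin-related miRNAs had a median log2 fold change of -0.43 in RW vs. CK, or -0.25 without RW replicate 2 (camera, adjusted p = 0.0397, adjusted p = 0.350 with an estimated correlation, 0.0695 by fry, 0.0743 with no filter, 0.201 at a minimum of 20, 0.0501 with the same sequences merged or low values raised, 0.162 over miRNAs above 0 in all libraries and 0.101 with the fragment-like list left out), and the list's adjusted p = 0.0838 without CK replicate 3, 0.0616 without RW replicate 1 and 0.262 without RW replicate 2. The 5 miRNAs of the miRNA pathway had a median of -1.02, or -0.67 without RW replicate 3 (camera, adjusted p = 0.0397, adjusted p = 0.159 with an estimated correlation, 0.148 at a minimum of 20, 0.0501 with the same sequences merged, 0.117 over miRNAs above 0 in all libraries and 0.0582 with the fragment-like list left out), and the list's adjusted p = 0.0629 to 0.152 without any 1 of the replicates CK 2, 3, DS 3, RW 1, 3. No member of either list passed limma's test alone in RW vs. CK or DS vs. RW or when adjusted over the list alone. At an unadjusted p under 0.05, 0 auxin-related miRNAs passed in RW vs. CK and 1 in DS vs. RW, and 1 miRNA of the miRNA pathway passed in each. The methods' test, over all names of a list, passed 0 and 0 of the auxin-related miRNAs and 1 and 1 of the miRNA pathway. The NBS-LRR-targeting, phosphate-responsive and sulfate-responsive lists had no call in these comparisons by limma, over all miRNAs or over the list alone (5, 1 and 0 in RW vs. CK and 1, 2 and 0 in DS vs. RW at an unadjusted p under 0.05). Over all names of these lists the methods' test passed 2, 0 and 0, and 0, 0 and 0. The legume families gave 1 higher and 1 lower in each of these comparisons (the same when adjusted over the list alone). Groups did not overlap for 72 miRNAs in RW vs. CK (21.2%) and 52 in DS vs. RW (15.3%), where chance gives 10% if the smallest listed values are alike, which they are not. The count for RW vs. CK was 5, 6 and 6 without CK replicates 1, 2 and 3, 8 without RW replicate 2 and 10 without RW replicate 3. For DS vs. RW limma called 0 without RW replicate 1 or 2 (45 and 35 at an unadjusted p under 0.05), 4 without RW replicate 3, 5 without DS replicate 3 and 14 without DS replicate 1.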

Meanwhile, respective up- and downregulation profiles were found in each comparison: 3 and 30 miRNAs in DS vs. CK, 5 and 16 in DS vs. RW, and 21 and 19 in RW vs. CK (Figure 3). The details of these DEMs found in the three comparisons are shown in Supplementary Table 6.

**FIGURE 3:**
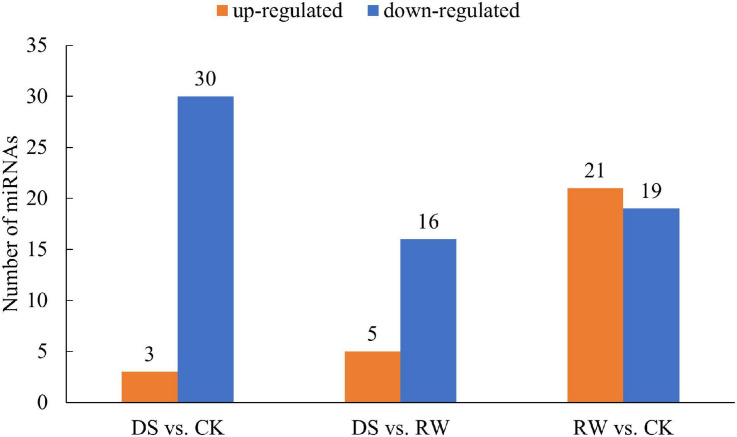
The number of differentially expressed miRNAs for the three comparisons (*p* < 0.05); orange, upregulated miRNA expression; blue, downregulated miRNA expression.

Our results also revealed that 50 miRNAs showed significant differentially expressed patterns among the RW vs. DS vs. CK comparison, including 45 conserved miRNAs and 5 novel miRNAs (Table 6). 

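Across the 3 groups, 24 miRNAs differed at an adjusted p under 0.05 by limma, and 64 did at an unadjusted p. All 50 miRNAs of Table 6 were found by name, and their means in the 3 groups equal those of the table within its rounding. They stand for 47 sequences, and 46 of them reached the level to be tested. Of these, 17 passed the test across the 3 groups, with 6 without CK replicate 2 and 6 when the fragment-like list was left out. gma-MIR10405a-p5_2ss8AT21TG, for example, was at 8.47 ± 1.83 normalized counts in CK, listed at 0 in all DS libraries and 17.4 ± 2.73 in RW (SD, n = 3; adjusted p = 0.00680). nta-miR172c_R+1, whose family silences AP2 transcription factors of the juvenile to adult change, was at 4.48 ± 1.88 in CK, listed at 0 in DS and 6.53 ± 2.52 in RW (SD, n = 3; adjusted p = 0.0746). In 9 of the 50, all DS libraries were listed at 0, in libraries whose smallest listed values were the highest. Without CK replicate 2 the count across the 3 groups was 7, and without CK replicate 1 it was 15.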

Among the 50 DEMs, the expression of 23 miRNAs, such as gma-miR171j-5p, lja-miR390a-3p, mtr-miR398a-5p, and bra-MIR408-p5, was downregulated, and then upregulated during drought stress and rehydration, respectively. On the other hand, the expression of 12 miRNAs, such as mtr-miR156b-5p, mtr-MIR156e-p3, gma-miR159a-3p, and lus-miR396b, exhibited the opposite expression profiles during the same respective conditions. Moreover, 12 miRNAs, such as mtr-miR396a-5p, mtr-miR398a-3p, mtr-miR398b, mtr-miR408-3p, were always downregulated, and three miRNAs (gma-miR6300, gma-MIR5368-p5, and peu-MIR2916-p3) were upregulated during the entire experiment.

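Of the 23 miRNAs that were lower in DS than in both CK and RW by their means, 7 fell in DS vs. CK, and 3 of these were lower in DS vs. RW too, at an adjusted p under 0.05 from limma. The 3 were gma-MIR10405a-p5_2ss8AT21TG, mtr-MIR5230-p3_2ss7TG19AG and mtr-MIR2610a-p3_1ss9AC, each listed at 0 in every DS library. With low values raised to a common level, a setting chosen after seeing the data, 5 of their 6 calls end: adjusted p = 0.299, 0.247 and 0.423 in DS vs. CK, and 0.235 and 0.228 for mtr-MIR5230-p3_2ss7TG19AG and mtr-MIR2610a-p3_1ss9AC in DS vs. RW, where gma-MIR10405a-p5_2ss8AT21TG still passes. mtr-MIR5230-p3_2ss7TG19AG was at 8.66 ± 2.45 normalized counts in CK and 10.6 ± 1.91 in RW (adjusted p = 0.0158 and 0.0175), and mtr-MIR2610a-p3_1ss9AC was at 7.49 ± 3.37 and 11.4 ± 1.95 (SD, n = 3; adjusted p = 0.0282 and 0.0175). mtr-miR5284a_1ss9AT was at 30.9 ± 9.36 in CK, 3.15 ± 5.46 in DS and 16.4 ± 5.77 in RW (SD, n = 3), with a log2 fold change of -3.83 (standard error 0.88, adjusted p = 0.0282 from limma) in DS vs. CK. lja-miR390a-3p, the star strand of a miRNA that triggers tasiRNA production from TAS3, was at 155 ± 13.3 in CK, 68.6 ± 30.3 in DS and 130.2 ± 25.3 in RW (SD, n = 3), and did not pass in DS vs. CK (adjusted p = 0.0900) or DS vs. RW (adjusted p = 0.274). It passed in DS vs. CK without DS replicate 1 (adjusted p = 0.0382).
For 2 of the 23 the difference between CK and DS, and for 4 the difference between DS and RW, was within the larger SD. The calls in DS vs. CK were lost for gma-MIR10405a-p5_2ss8AT21TG (adjusted p = 0.0641 to 0.0933 without CK replicates 1, 2 or 3), mtr-MIR5230-p3_2ss7TG19AG (adjusted p = 0.0793 to 0.0975 without CK replicates 1, 2 or 3), mtr-MIR2610a-p3_1ss9AC (adjusted p = 0.0526 to 0.152 without CK replicates 1, 2 or 3 or RW replicate 1; 0.0793 with a pseudocount of 5, 0.0589 with no filter and 0.0585 with only the groups compared) and mtr-miR5284a_1ss9AT (adjusted p = 0.0569 to 0.140 without any 1 of the replicates CK 1, 2, 3, DS 2, 3, RW 1, 3; 0.0731 with a pseudocount of 0.1 and 0.0814 with only the groups compared). Those in DS vs. RW were lost for gma-MIR10405a-p5_2ss8AT21TG (adjusted p = 0.0527 to 0.0780 without RW replicates 1 or 2), mtr-MIR5230-p3_2ss7TG19AG (adjusted p = 0.0561 to 0.0788 without RW replicates 1, 2 or 3) and mtr-MIR2610a-p3_1ss9AC (adjusted p = 0.0561 to 0.0788 without RW replicates 1, 2 or 3).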

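Of the 12 miRNAs that were higher in DS than in both CK and RW by their means, 3 rose in DS vs. CK and 2 were higher in DS vs. RW, at an adjusted p under 0.05 from limma. mtr-MIR156e-p3, from a precursor of the family that silences SPL transcription factors, was at 88.9 ± 19.6 normalized counts in CK, 316 ± 130.1 in DS and 62.2 ± 35.4 in RW (SD, n = 3), with a log2 fold change of 2.43 (standard error 0.49, adjusted p = 0.0199 from limma) in DS vs. RW and an adjusted p = 0.0578 in DS vs. CK. The 3 that rose in DS vs. CK are mtr-miR2111l and a pair of names of the fragment-like list with 1 sequence, han-miR3630-3p_L+3R-1_1ss24TA and vvi-miR3630-3p_L+3R-1_1ss5TG. That sequence was at 3.91 ± 2.80 in CK, 68.2 ± 33.2 in DS and 28.9 ± 13.3 in RW (SD, n = 3), with a log2 fold change of 3.82 (standard error 0.61, adjusted p = 0.00758 from limma) in DS vs. CK and 2.66 in RW vs. CK (adjusted p = 0.0274). mtr-miR156b-5p was at 1679.5 ± 228 in CK, 2061 ± 368 in DS and 1131 ± 323 in RW (SD, n = 3), and gma-miR159a-3p_1ss21AT was at 672 ± 133, 943 ± 73.3 and 629 ± 54.0 (SD, n = 3). Neither passed in DS vs. CK (adjusted p = 0.557 and 0.283) or in DS vs. RW (adjusted p = 0.145 and 0.281).
The call of mtr-MIR156e-p3 in DS vs. RW was lost without 1 of 3 libraries (adjusted p = 0.0630 to 0.0890 without DS replicate 3 or RW replicates 1 or 2; 0.0536 scaled to the table's total, 0.113 with only the groups compared and 0.0531 with the fragment-like list left out; unadjusted p = 0.0687 by the methods' test), that of han-miR3630-3p_L+3R-1_1ss24TA in DS vs. CK without CK replicate 1 (adjusted p = 0.0577; unadjusted p = 0.0775 by the methods' test) and in RW vs. CK without any 1 of 4 (adjusted p = 0.0749 to 0.118 without CK replicates 1 or 3 or RW replicates 2 or 3; unadjusted p = 0.0773 by the methods' test). The call of mtr-miR2111l in DS vs. CK had adjusted p = 0.0624 to 0.171 without any 1 of the replicates CK 1, 2, 3, DS 1, 2, RW 1, 3; 0.0545 scaled to the table's total, 0.0685 with only the groups compared and 0.0661 with the fragment-like list left out; unadjusted p = 0.0598 by the methods' test.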

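The 3 miRNAs that were higher in DS than in CK and higher still in RW by their means all belong to the fragment-like list, and all 3 rose in both DS and RW against CK. gma-MIR5368-p5_1ss1TC was at 3421 ± 512 normalized counts in CK, 10041 ± 4654 in DS and 10476 ± 1201 in RW (SD, n = 3), a log2 fold change of 1.47 in DS vs. CK (adjusted p = 0.0158 from limma) and 1.62 in RW vs. CK (adjusted p = 0.0110). peu-MIR2916-p3_2ss5AG20TG was at 607 ± 127, 1702 ± 716 and 1767 ± 383 (SD, n = 3; log2 fold changes 1.43 and 1.54, adjusted p = 0.0282 and 0.0210). gma-miR6300_R+5 was at 77.9 ± 22.5, 218 ± 80.6 and 433 ± 53.8 (SD, n = 3; log2 fold changes 1.45 and 2.50, adjusted p = 0.0374 and 0.00250). The 3 had an adjusted p = 0.828, 0.899 and 0.214 in DS vs. RW, and the difference between DS and RW was within the larger SD for 2 of them. The paper's Table S5 counts rRNA reads as 4.50% of the reads kept by the length filter in CK, 6.54% in DS and 6.49% in RW. Per raw read, rRNA reads were fewer in DS than in CK and more in RW.

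**Figure D2:**
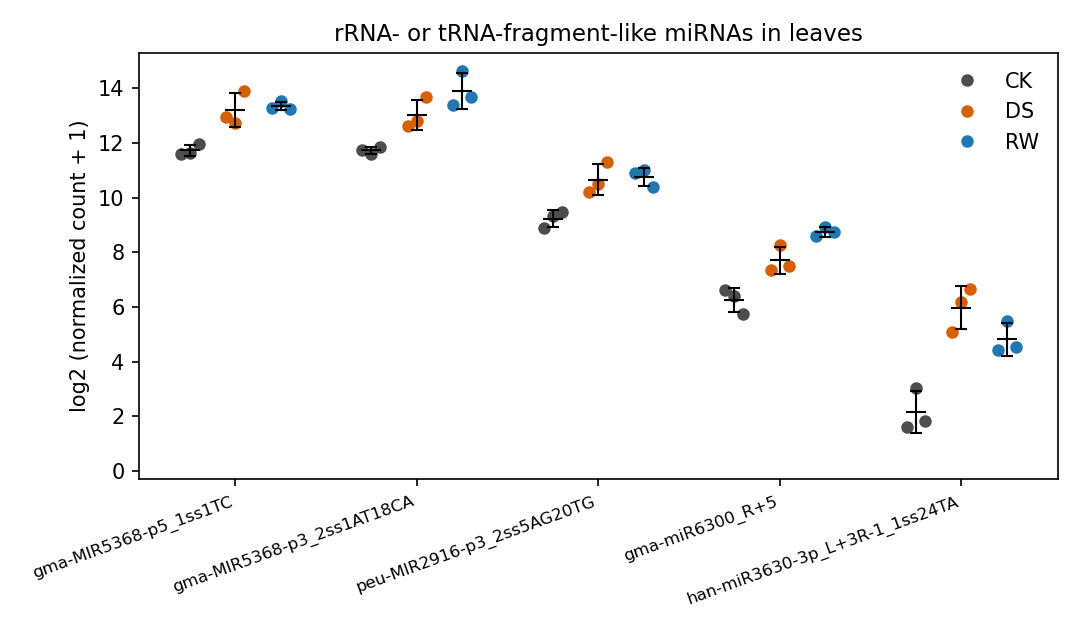
Log2 (normalized count + 1) of 5 fragment-like miRNAs in the 9 libraries, with 1 point per library, a horizontal line at the mean and bars for 1 SD (n = 3). For gma-MIR5368-p5_1ss1TC, peu-MIR2916-p3_2ss5AG20TG and gma-miR6300_R+5 every DS and RW library lies above every CK library.

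Of the 12 miRNAs that were lower in DS than in CK and lowest in RW, mtr-miR398a-3p_L+1R-1 fell in DS vs. CK, and this miRNA, mtr-miR408-3p and mtr-miR5559-5p fell in RW vs. CK. The difference between DS and RW was within the larger SD for 7 of the 12. mtr-miR5213-5p, of a family that silences NBS-LRR genes, was at 2132 ± 329 in CK, 1529 ± 318.6 in DS and 1239 ± 250.4 in RW (SD, n = 3; adjusted p = 0.297 and 0.122 against CK).
Calls that were lost with 1 library left out are gma-MIR5368-p5_1ss1TC in DS vs. CK (adjusted p = 0.0579 to 0.0921 without CK replicates 1, 2 or 3; 0.0582 with only the groups compared; unadjusted p = 0.131 by the methods' test) and in RW vs. CK (adjusted p = 0.0540 to 0.0597 without CK replicates 1 or 2), peu-MIR2916-p3_2ss5AG20TG in DS vs. CK (adjusted p = 0.0551 to 0.140 without any 1 of the replicates CK 1, 2, 3, DS 2, 3, RW 1; 0.0609 with only the groups compared; unadjusted p = 0.113 by the methods' test) and in RW vs. CK (adjusted p = 0.0562 to 0.0887 without CK replicates 1, 2 or 3 or RW replicates 1 or 2), and gma-miR6300_R+5 in DS vs. CK (adjusted p = 0.0620 to 0.142 without any 1 of the replicates CK 1, 2, 3, DS 2, 3, RW 1, 3; 0.0880 with only the groups compared; unadjusted p = 0.0859 by the methods' test).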

**TABLE 6:** The small RNA sequencing results of 50 DEMs in the CK, DS, and RW groups.

Index	miRNA name	CK	DS	RW	*p*-Value
1	gma-MIR10405a-p5_2ss8AT21TG	8	0	17	9.55E−05
2	mtr-miR398a-3p_L + 1R-1	869	68	35	1.40E−04
3	mtr-MIR5230-p3_2ss7TG19AG	9	0	11	7.63E−04
4	gma-miR6300_R + 5	78	218	433	8.14E−04
5	mtr-miR5299_L + 1R-1	2	0	5	2.17E−03
6	mtr-MIR2610a-p3_1ss9AC	7	0	11	2.21E−03
7	mtr-miR398a-5p	34	0	3	2.29E−03
8	PC-3p-54_81480	10,333	11,781	4,497	4.06E−03
9	lus-miR396b_R + 1_1ss19CT	691	1,088	665	5.88E−03
10	PC-5p-81557_56	26	3	18	6.20E−03
11	mtr-miR5284a_1ss9AT	31	3	16	8.79E−03
12	bra-MIR408-p5	5	0	6	8.82E−03
13	mtr-MIR5249-p3_2ss20TC24CT	5	0	1	1.07E−02
14	lja-miR390a-3p	155	69	130	1.14E−02
15	nta-miR172c_R + 1	4	0	7	1.18E−02
16	PC-5p-19253_324	91	75	143	1.19E−02
17	gma-miR159a-3p_1ss21AT	672	943	629	1.20E−02
18	cst-MIR11334-p5_2ss8TG17TC	0	6	3	1.40E−02
19	mtr-MIR156e-p3	89	316	62	1.41E−02
20	gma-miR171j-5p	63	19	64	1.54E−02
21	mtr-miR396a-5p	95,428	72,768	71,337	1.84E−02
22	mtr-miR5559-5p	1,655	810	156	1.98E−02
23	gma-MIR10428-p5_2ss14AG21AG	4	0	1	2.21E−02
24	mtr-MIR2111n-p3	50	120	56	2.27E−02
25	mtr-MIR2606a-p5_1	156	96	151	2.28E−02
26	mtr-MIR2606a-p5_2	156	96	151	2.28E−02
27	han-miR3630-3p_L + 3R-1_1ss24TA	4	68	29	2.43E−02
28	vvi-miR3630-3p_L + 3R-1_1ss5TG	4	68	29	2.43E−02
29	mtr-miR398b	265	106	44	2.45E−02
30	mtr-miR1507-3p	1,233	941	862	2.67E−02
31	PC-3p-102950_40	5	9	0	2.75E−02
32	mtr-miR5213-5p	2,132	1,529	1,239	2.82E−02
33	mtr-miR156b-5p	1,680	2,061	1,131	2.93E−02
34	gma-MIR1527-p3_2	13	4	1	3.36E−02
35	gma-MIR1527-p5_1	13	4	1	3.36E−02
36	gma-MIR1527-p3_1	13	4	1	3.36E−02
37	mtr-miR2675_L + 3_2ss4CT24TC	3	1	6	3.58E−02
38	mtr-miR2111l	465	1,098	799	3.62E−02
39	lja-MIR11078a-p3_2ss6GC18AT	4	14	9	3.65E−02
40	gma-MIR5368-p5_1ss1TC	3,421	10,041	10,476	3.68E−02
41	mtr-miR408-3p	5,082	3,537	1,264	3.80E−02
42	gma-MIR1527-p5_1ss13CA	23	12	25	4.10E−02
43	peu-MIR2916-p3_2ss5AG20TG	607	1,702	1,767	4.14E−02
44	mtr-MIR1510b-p5_1ss22CT	921	179	411	4.25E−02
45	mtr-miR5232	1,602	1,099	679	4.27E−02
46	PC-3p-61527_82	7	4	14	4.31E−02
47	mtr-MIR2603-p5_1ss24AG	142	78	158	4.55E−02
48	mtr-MIR2603-p3_1ss24AG	142	78	158	4.55E−02
49	ptc-miR162a_R + 1	38	21	18	4.55E−02
50	csi-miR167c-3p_L + 2R-2	156	76	100	4.73E−02

### Degradome Sequencing Analysis

Generally, miRNAs inhibit protein synthesis either by translational repression and/or mRNA target degradation (Eulalio et al., 2008; Filipowicz et al., 2008; Chekulaeva and Filipowicz, 2009). To analyze the relationships between the expression of miRNAs and mRNAs, miRNA targets were identified through degradome sequencing. After removing reads without adaptor sequences, 4,532,755, 5,691,194, and 6,414,386 unique mappable reads were obtained after filtering 4,574,314, 5,745,686, and 6,473,097 unique raw reads from the three degradome libraries (CK, DS, and RW), respectively. Then, 3,352,045, 4,295,738, and 4,516,291 unique *M. ruthenica* transcriptome sequences were mapped to the assembled transcriptome sequences, respectively. Transcriptome sequencing for 52,457 transcripts was conducted to detect *M. ruthenica* miRNA cleavage sites. Of these transcripts, 33,971, 34,304, and 37,758 (64.76, 65.39, and 71.98% of the input transcripts) were mapped to 18,279,670, 16,620,613, and 14,184,792 degradome reads, resulting in 86.29, 82.63, and 77.01% mapping ratios, respectively (Supplementary Table 7).

For data analysis, CleaveLand4 was used to identify sliced miRNA targets detected in our study. The abundance of raw tags was plotted for each target transcript, and the cleaved target transcripts were classified into five categories (0, 1, 2, 3, and 4) according to the abundance of tags at the site position of target transcript. The numbers of cleaved target transcripts in categories 0–4 were 115, 33, 1,720, 958, and 2,260 in CK library, 97, 44, 2,178, 1,284, and 2,716 in DS library, and 108, 36, 2,234, 1,267, and 2,866 in RW library, respectively (Supplementary Table 8).

### Identification of miRNA Targets *via* Degradome Sequencing in *M. ruthenica*

We obtained 11,390 miRNA-target pairs from the degradome sequencing of three libraries totally (Supplementary Table 8). AllenScore reflects the penalty of mismatched bases between the miRNA and its target, and is an important measure to evaluate the matching rate between the miRNA and its target (Addo-Quaye et al., 2009; Liu et al., 2016). In our study, analysis to degradome sequencing (AllenScore < 4) showed that 104 miRNAs (11 novel and 93 conserved miRNAs) and 263 target transcripts were identified, forming 296 miRNA-target pairs in three libraries (Supplementary Table 9). It was significantly seen that the maximum targets were obtained for ppe-MIR169i-p5_2ss17GT19TG, which had 90 target transcripts in three libraries. We inferred that ppe-MIR169i-p5_2ss17GT19TG may play important roles in *M. ruthenica*.

In total, 200 genes, targeted by the identified miRNAs, were annotated through GO analysis in the three libraries (Supplementary Table 10). Among the biological processes, “regulation of transcription, DNA-templated” and “transcription, DNA-templated” were the most abundant. For cellular components, the most frequent categories were “nucleus” and “cytoplasm,” and “nucleus” was also the most enriched group of all GO categories. Among the molecular function categories, “DNA binding,” “DNA-binding transcription factor activity,” and “protein binding” were the most abundant (Figure 4A).

**FIGURE 4:**
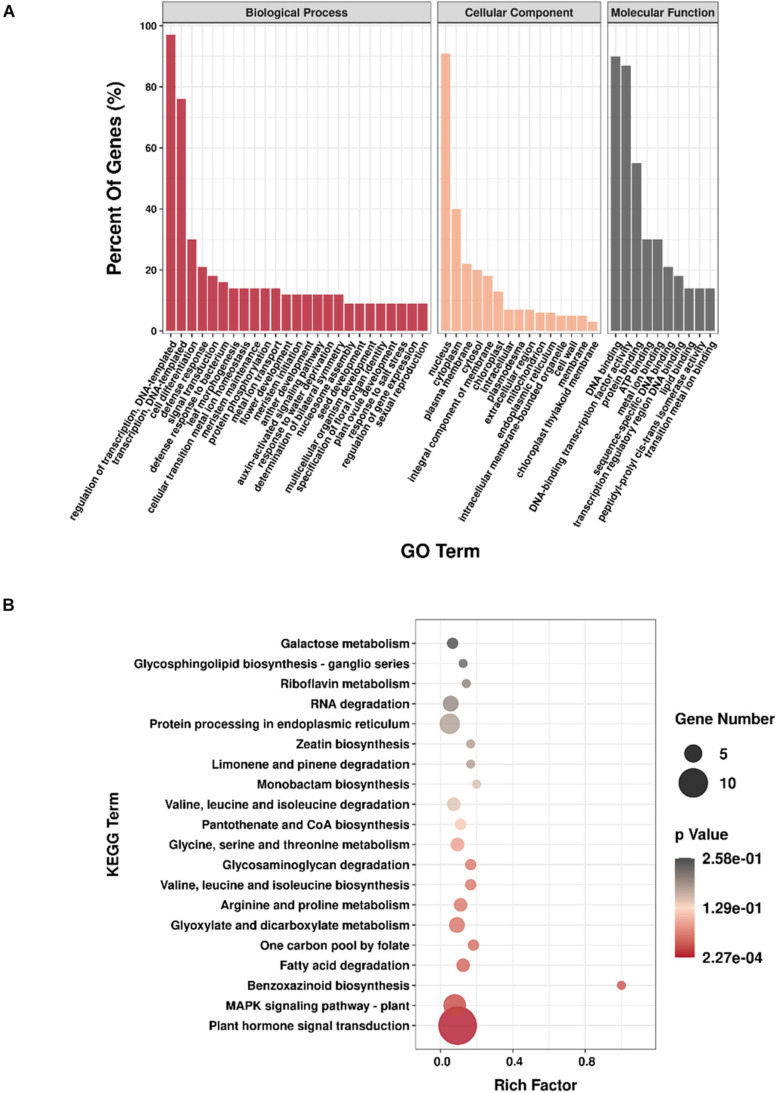
Enrichment analysis of target genes. **(A)** GO annotation of the genes targeted by miRNAs; **(B)** KEGG enrichment of genes targeted by miRNAs.

Then, through KEGG analysis, 78 targets were annotated to 67 different pathways (Supplementary Table 10). ko04075 (plant hormone signal transduction) and ko04016 (MAPK signaling pathway – plant) pathways, which were associated with 14 and 7 unigenes, respectively, were the most abundant pathways (Figure 4B), indicating their significant roles response to drought stress in *M. ruthenica*. Figure 5 is the network plot for the miRNAs and their targets associated with ko04016, ko04075, and ko04626 (plant–pathogen interaction) pathways. The squamosa promoter binding protein-likes (SPLs) targeted by miR156, and auxin response factors (ARFs) targeted by miR160 were mainly involved in plant hormone signal transduction. The PRB1 (putative reverse transcriptase, RNA-dependent DNA polymerase) targeted by the novel miRNA PC-3p-39042_145 was related to ko04016, ko04075, and ko04626 pathways. The PYL9 (putative polyketide cyclase/dehydrase, START-like domain-containing protein), which was the target gene of ppe-MIR169i-p5_2ss17GT19TG, was related to ko04016 and ko04075 pathways. Probable WRKY transcription factor 75 (WRKY75), which was the target gene of ppe-MIR169i-p5_2ss17GT19TG, was involved in ko04016 and ko04626 pathways. Several target plots (T-plots) for these miRNAs and their target genes validated by degradome sequencing were showed in Figure 6.

**FIGURE 5:**
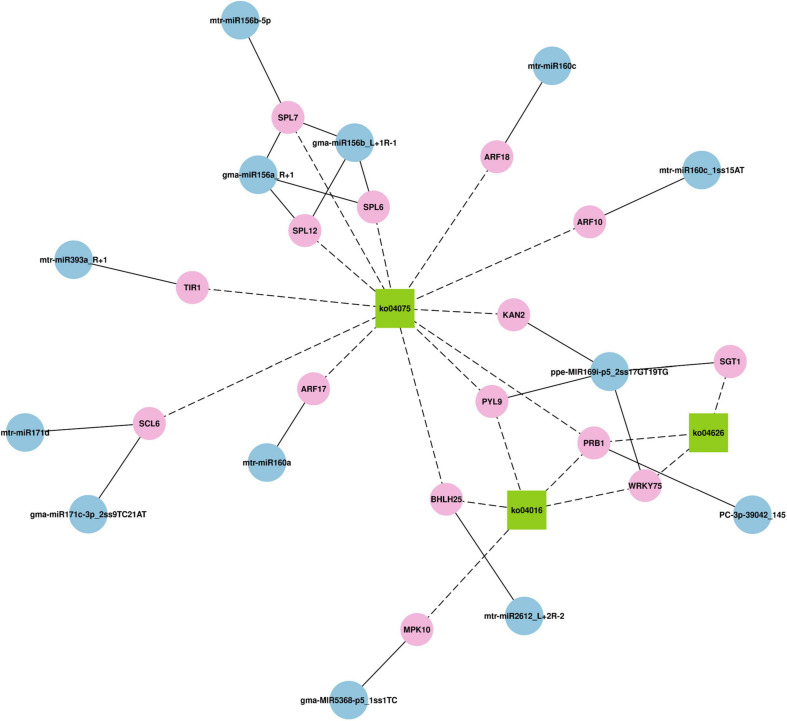
The network plot for the miRNAs and their targets associated with ko04016 (MAPK signaling pathway – plant) pathways, ko04075 (plant hormone signal transduction), and ko04626 (plant–pathogen interaction).

**FIGURE 6:**
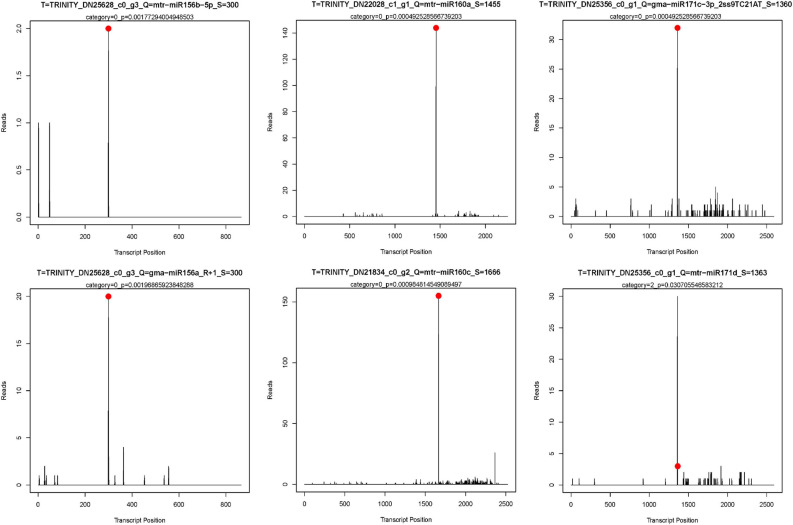
The target plots (T-plots) for target genes of miRNAs by degradome sequencing. *X*-axis, the site position of target transcript. *Y*-axis, the normal abundance of raw tags. Red circle, the cleavage site.

Three miRNA-target pairs with negative regulatory relationships were chosen for validation *via* qRT-PCR analysis. 

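PC-3p-54_81480, a predicted miRNA, was lower in RW than in CK and in DS by sequencing. Relative to the CK mean its level was 1.14 ± 0.245 in DS and 0.435 ± 0.139 in RW (SD, n = 3). Its log2 fold change was 1.42 in DS vs. RW (standard error 0.27, adjusted p = 0.0175 from limma) and -1.25 in RW vs. CK (standard error 0.27, adjusted p = 0.0230), and 0.17 in DS vs. CK (adjusted p = 0.742). lja-miR390a-3p was at 0.442 ± 0.195 of the CK mean in DS and 0.838 ± 0.163 in RW (SD, n = 3). lus-miR396b_R+1_1ss19CT, of the family that silences growth-regulating factors, was at 1.57 ± 0.276 in DS and 0.962 ± 0.0264 in RW (SD, n = 3), with log2 fold changes of 0.64 in DS vs. CK (adjusted p = 0.167) and 0.69 in DS vs. RW (adjusted p = 0.214). For lus-miR396b_R+1_1ss19CT every DS library was above every CK and RW library, and the test was not passed in either comparison. The calls of PC-3p-54_81480 were lost in DS vs. RW (adjusted p = 0.0576 to 0.0780 without DS replicate 3 or RW replicates 1 or 2; 0.0680 scaled to the table's total, 0.101 with only the groups compared and 0.0692 with the fragment-like list left out) and in RW vs. CK (adjusted p = 0.0679 to 0.0868 without CK replicates 1, 2 or 3 or RW replicate 2; 0.0643 scaled to the table's total and 0.105 with the fragment-like list left out). Target mRNA was measured in another set of libraries and is not analysed here.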

The qRT-PCR results were consistent with those of Illumina sequencing and confirmed that the three miRNA-target pairs all displayed reversed expression pattern in our study (Figure 7). This also suggests that our small RNAs and degradome sequencing data are reliable.

**FIGURE 7:**
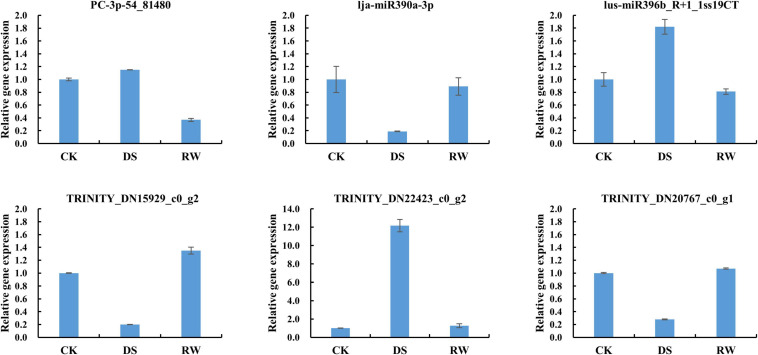
Relative expression results of miRNAs and their target *via* qRT-PCR in *M. ruthenica*. *GAPDH* of alfalfa and mtr-U6 were used as an internal reference for mRNA and miRNAs, respectively. All qRT-PCR reactions were repeated three times for each sample. Error bars indicate the standard deviation of three biological replicates.

### Correlation Analysis of miRNA Expression Profiles and Their Targets

Based on the degradome sequencing, we integrated the expression profiles of the miRNA and target genes from the different comparison groups, and obtained a table that summarizes the miRNA-target gene association analysis. After extracting information from the general table, we formulated a differential miRNA-differential target gene association analysis table, from which we obtained miRNA-target gene pairs with negative regulatory relationships. Corresponding to the DEMs, there were 38 differentially expressed targets from 16 miRNAs in DS vs. CK, 31 from 11 miRNAs in DS vs. RW, and 6 from three miRNAs in RW vs. CK (Supplementary Table 11). 

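The miRNA side of Table 7 was compared with the libraries. The 21 pairs for DS vs. CK hold 9 miRNAs, all with lower means in DS, and 2 of them fell at an adjusted p under 0.05 from limma. These are mtr-miR2119, which legumes carry beside miR398 and which silences alcohol dehydrogenase mRNA, and mtr-miR398a-5p. mtr-miR2119 was at 30.5 ± 10.8 normalized counts in CK (SD, n = 3) and listed at 0 in all DS and RW libraries (adjusted p = 0.00758 in DS vs. CK and 0.00358 in RW vs. CK). Without any 1 of the CK libraries it is not tested, since it is listed in no other group. The 18 pairs for DS vs. RW hold 9 miRNAs, 5 with lower and 4 with higher means in DS, of which mtr-MIR5230-p3_2ss7TG19AG was lower by the test. The 3 pairs for RW vs. CK hold 3 miRNAs, of which mtr-MIR2592bj-p3_2ss12TC19AT rose, from the CK level to 723 ± 173 in RW (SD, n = 3; log2 fold change 2.31, adjusted p = 0.0151, and adjusted p = 0.0519 to 0.0674 without CK replicates 1 or 2 or RW replicates 2 or 3). At an unadjusted p under 0.05, 7, 7 and 2 of these miRNAs pass in the 3 comparisons. In DS vs. CK, 3 of the 9 miRNAs were listed at 0 in all DS libraries.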

Then, 21, 18, and 3 miRNA-target gene pairs showed a reverse expression pattern in the DS vs. CK, DS vs. RW, and RW vs. CK comparison groups, respectively (Table 7). 

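gma-miR171j-5p, of a family that silences GRAS transcription factors, had lower means in DS than in CK and RW. It was at 63.4 ± 19.2 normalized counts in CK, 18.8 ± 8.66 in DS and 63.9 ± 14.9 in RW (SD, n = 3). Every DS library was below every CK and RW library. The log2 fold change was -1.78 in DS vs. CK (standard error 0.49, adjusted p = 0.0578 from limma) and -1.81 in DS vs. RW (standard error 0.49, adjusted p = 0.0995), so neither passed. With a pseudocount of 5 in place of 1 the adjusted p = 0.0423 in DS vs. CK, and 0.0402 with miRNAs that reach 20 in 3 libraries.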

We found that gma-miR171j-5p was significantly downregulated in DS vs. CK and DS vs. RW, while its target, TRINITY_DN16578_c0_g1, was significantly upregulated. This may imply that the miRNA-target gene pair were specifically triggered by water deficit.

**TABLE 7:** The miRNA-target gene pairs showed reverse expression patterns in the three comparison groups.

Comparison	miRNA name		Target ID		Annotation
DS vs. CK	gma-miR171j-5p	↓	TRINITY_DN16578_c0_g1	↑	Uncharacterized protein LOC25496852 (*Medicago truncatula*)
	gma-miR171j-5p	↓	TRINITY_DN17512_c0_g1	↑	Kunitz-type elastase inhibitor BrEI (*Medicago truncatula*)
	lja-miR390a-3p	↓	TRINITY_DN22423_c0_g2	↑	Probable protein phosphatase 2C 2 (*Medicago truncatula*)
	mtr-MIR2118-p5	↓	TRINITY_DN16120_c0_g1	↑	Scarecrow-like protein 21 (*Medicago truncatula*)
	mtr-MIR2118-p5	↓	TRINITY_DN24512_c1_g1	↑	Putative fructose-bisphosphate aldolase (*Medicago truncatula*)
	mtr-MIR5230-p3_1ss3AG	↓	TRINITY_DN14908_c0_g1	↑	UV-B-induced protein At3g17800, chloroplastic-like (*Medicago truncatula*)
	mtr-MIR5230-p3_1ss3AG	↓	TRINITY_DN17507_c0_g1	↑	NAD(P)H-quinone oxidoreductase subunit O, chloroplastic (*Medicago truncatula*)
	mtr-MIR5230-p3_1ss3AG	↓	TRINITY_DN20655_c0_g1	↑	Delta (8)-fatty-acid desaturase 2 (*Medicago truncatula*)
	mtr-MIR5230-p3_1ss3AG	↓	TRINITY_DN24927_c0_g2	↑	Heat shock protein 70 (*Medicago sativa*)
	mtr-MIR5282-p3	↓	TRINITY_DN13678_c0_g2	↑	Hypothetical protein TorRG33 × 02_038580 (*Trema orientale*)
	mtr-MIR5282-p3	↓	TRINITY_DN17421_c0_g5	↑	Cytochrome P450 71A26 (*Medicago truncatula*)
	mtr-miR2119	↓	TRINITY_DN21843_c0_g1	↑	Guanylate kinase 3, chloroplastic (*Medicago truncatula*)
	mtr-miR2119	↓	TRINITY_DN22862_c0_g2	↑	Serine decarboxylase (*Medicago truncatula*)
	mtr-miR396a-3p_L-1	↓	TRINITY_DN15362_c0_g3	↑	E3 ubiquitin-protein ligase RDUF2 (*Medicago truncatula*)
	mtr-miR396a-3p_L-1	↓	TRINITY_DN16444_c0_g2	↑	Crocetin glucosyltransferase, chloroplastic (*Medicago truncatula*)
	mtr-miR396a-5p	↓	TRINITY_DN15305_c0_g6	↑	WRKY transcription factor 56 (*Medicago sativa*)
	mtr-miR396a-5p	↓	TRINITY_DN20346_c0_g1	↑	Senescence/dehydration-associated-like protein (*Medicago truncatula*)
	mtr-miR396a-5p	↓	TRINITY_DN23197_c0_g1	↑	Scarecrow-like protein 33 (*Medicago truncatula*)
	mtr-miR396a-5p	↓	TRINITY_DN23804_c0_g2	↑	Heat shock protein 83 (*Medicago truncatula*)
	mtr-miR396a-5p	↓	TRINITY_DN25757_c0_g1	↑	Nitrate reductase (NADH) (*Medicago truncatula*)
	mtr-miR398a-5p	↓	TRINITY_DN25174_c0_g2	↑	Probable solanesyl-diphosphate synthase 3, chloroplastic (*Medicago truncatula*)
DS vs. RW	PC-3p-102950_40	↑	TRINITY_DN19559_c0_g1	↓	Cytochrome P450 94B3 (*Medicago truncatula*)
	PC-3p-102950_40	↑	TRINITY_DN19590_c1_g1	↓	Putative heme peroxidase (*Medicago truncatula*)
	gma-MIR1527-p3_1ss4CT	↓	TRINITY_DN18346_c0_g4	↑	Uncharacterized protein LOC11435286 (*Medicago truncatula*)
	gma-MIR1527-p3_1ss4CT	↓	TRINITY_DN23107_c0_g2	↑	GDP-L-galactose phosphorylase 1 (*Medicago truncatula*)
	gma-miR159a-3p_1ss21AT	↑	TRINITY_DN20806_c0_g1	↓	UV-B-induced protein At3g17800, chloroplastic (*Medicago truncatula*)
	gma-miR171j-5p	↓	TRINITY_DN16578_c0_g1	↑	Uncharacterized protein LOC25496852 (*Medicago truncatula*)
	gma-miR171j-5p	↓	TRINITY_DN23921_c0_g1	↑	Fasciclin-like arabinogalactan protein 15 (*Medicago truncatula*)
	mtr-MIR2606a-p5_1	↓	TRINITY_DN15846_c0_g1	↑	Protein FAR1-RELATED SEQUENCE 5-like (*Medicago truncatula*)
	mtr-MIR5230-p3_2ss7TG19AG	↓	TRINITY_DN20517_c0_g2	↑	Proline dehydrogenase (*Medicago sativa*)
	mtr-miR156b-5p	↑	TRINITY_DN23829_c0_g2	↓	Cytochrome P450 78A3 (*Medicago truncatula*)
	mtr-miR168b	↑	TRINITY_DN17284_c0_g2	↓	Probable pectinesterase/pectinesterase inhibitor 34 (*Medicago truncatula*)
	mtr-miR172b	↓	TRINITY_DN14261_c0_g1	↑	Transcription factor bHLH35 isoform X1 (*Medicago truncatula*)
	mtr-miR172b	↓	TRINITY_DN14583_c0_g1	↑	Probable UDP-arabinopyranose mutase 1 (*Medicago truncatula*)
	mtr-miR172b	↓	TRINITY_DN16588_c0_g2	↑	Ethylene-responsive transcription factor RAP2-7 isoform X1 (*Medicago truncatula*)
	mtr-miR172b	↓	TRINITY_DN17480_c0_g1	↑	Uncharacterized protein LOC25483626 (*Medicago truncatula*)
	mtr-miR172b	↓	TRINITY_DN19871_c0_g1	↑	–
	mtr-miR172b	↓	TRINITY_DN20709_c0_g3	↑	Phototropic-responsive NPH3 family protein (*Medicago truncatula*)
	mtr-miR172b	↓	TRINITY_DN22378_c1_g1	↑	Probable methyltransferase PMT21 isoform X2 (*Medicago truncatula*)
RW vs. CK	mtr-MIR2592bj-p3_2ss12TC19AT	↑	TRINITY_DN21202_c0_g2	↓	Uncharacterized protein LOC25489828 (*Medicago truncatula*)
	mtr-MIR2603-p3_2ss9AC17AC	↑	TRINITY_DN22815_c0_g1	↓	lanC-like protein GCL1 (*Medicago truncatula*)
	mtr-miR396a-5p	↓	TRINITY_DN23804_c0_g2	↑	Heat shock protein 83 (*Medicago truncatula*)

*↑, upregulation; ↓, downregulation.*

## Discussion

Compared with other leguminous plants, little research has been conducted on the role of miRNAs in *M. ruthenica*. Here, three important high-throughput methods were applied to investigate the mechanism of drought resistance in *M. ruthenica*. The transcriptome data set was used as a reference sequence for small RNA and degradome sequencing analyses to identify the miRNAs and their target genes that might be associated with drought stress.

Through transcriptome sequencing, a total of 147,957 transcripts, assembled into 52,457 unigenes, were obtained from nine cDNA libraries. Through small RNAomics analysis, 532 conserved genes belonging to 65 miRNA families and 63 novel miRNAs were identified from miRNA libraries, 50 of which showed significantly different expression patterns among the three groups. Some miRNAs that responded to drought in previous studies were also detected in our results, such as miR156, miR159, miR162, miR171, miR396, miR398, miR408, miR1507, miR1510, miR2111, and miR3630 (Wang et al., 2011; Chen et al., 2015; Ferdous et al., 2015; Arshad et al., 2017; Li et al., 2017; Ji et al., 2018; López-Galiano et al., 2019), indicating the important roles of these conserved miRNAs under drought stress. 

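Members of the miR398, miR408, miR1510, miR2111 and miR3630 families were called by limma in DS vs. CK. All of these calls were lost without CK replicate 1. The members called of miR408, miR1510, miR2111 and miR3630 did not pass the methods' test (unadjusted p = 0.232, 0.0982, 0.0598 and 0.0775). Of the 59 tested miRNAs of the 11 families, 3 rose and 4 fell in DS vs. CK (6 higher and 6 lower when adjusted over the list alone), 1 was higher in DS vs. RW (1 higher when adjusted over the list alone), and 3 rose and 3 fell in RW vs. CK (3 and 5 when adjusted over the list alone), at an adjusted p under 0.05 from limma. The miR398 family had 2 lower in DS and 2 lower in RW, miR408 had 1 and 1, miR1510 had 1 lower in DS, and miR2111 had 1 higher in DS. miR3630 had 2 names of 1 sequence higher in DS and in RW. miR156 had mtr-MIR156e-p3 higher in DS vs. RW and another arm of a miR156 precursor higher in RW vs. CK. Of miR159, miR162, miR171, miR396 and miR1507, with 7, 2, 9, 6 and 2 tested members, no member passed limma's test in any comparison. Their 26 tested members had 4 with an unadjusted p under 0.05 in DS vs. CK, 5 in DS vs. RW and 3 in RW vs. CK. Over all names of these families, tested or not, 4, 2 and 3 passed the methods' test. In DS vs. RW the list had a median log2 fold change of 0.33 (camera, adjusted p = 5.65e-04), or 0.12 without DS replicate 1 and 0.13 with no filter. It did not pass with an estimated correlation (adjusted p = 0.204) or by fry (adjusted p = 0.185). The list was drawn up in a study of these same libraries, so its counts are not independent evidence. miR3630 also belongs to the fragment-like list. From the detection of these families in earlier drought studies and in these libraries, the paper reasons that they have important roles under drought stress.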

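Of the 5 PC-named miRNAs of Table 6, 1 fell in drought-stressed leaves. PC-5p-81557_56 was at 25.8 ± 7.11 normalized counts in CK, 2.63 ± 4.55 in DS and 17.8 ± 4.74 in RW (SD, n = 3), with a log2 fold change of -3.66 (standard error 0.85, adjusted p = 0.0282 from limma) in DS vs. CK and an adjusted p = 0.0995 in DS vs. RW. PC-3p-102950_40 was listed at 0 in 1 CK library and all RW libraries and at 8.97 ± 1.11 in DS (SD, n = 3). PC-5p-19253_324 was at 91.3 ± 13.5 in CK, 75.5 ± 13.1 in DS and 143 ± 27.7 in RW (SD, n = 3; adjusted p = 0.672 in DS vs. CK and 0.221 in DS vs. RW). PC-3p-61527_82 was at 6.72 ± 2.80 in CK, listed at 0 in 2 of the 3 DS libraries, and at 14.1 ± 1.14 in RW (SD, n = 3; adjusted p = 0.318 in DS vs. CK and 0.215 in DS vs. RW). The call of PC-5p-81557_56 had adjusted p = 0.0570 to 0.140 without any 1 of the replicates CK 1, 2, 3, DS 2, 3, RW 1, 3; 0.0731 with a pseudocount of 0.1 and 0.0815 with only the groups compared.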

We also found five novel miRNAs in the 50 DEMs, among which, PC-3p-54_81480 and PC-3p-102950_40 were upregulated under drought stress, and were downregulated after rewatering treatment; whereas the expression of PC-5p-19253_324, PC-3p-61527_82, and PC-5p-81557_56 were downregulated, and then upregulated in the aforementioned respective conditions.

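In drought-stressed leaves, 2 of the 3 tested members of miR398, which silences mRNAs of Cu/Zn superoxide dismutase, fell, and 1 of the 4 tested miR408 members fell. mtr-miR398a-3p_L+1R-1 was at 869 ± 189 normalized counts in CK and 68.3 ± 19.7 in DS (SD, n = 3), a log2 fold change of -3.66 (standard error 0.61, adjusted p = 0.00798 from limma). mtr-miR398a-5p, its star strand, was at 34.1 ± 11.4 in CK (SD, n = 3) and listed at 0 in all DS libraries (adjusted p = 0.0144). mtr-miR398b was at 265 ± 104 in CK and 106 ± 59.4 in DS (SD, n = 3; log2 fold change -1.46, adjusted p = 0.311). mtr-miR408-3p, which silences plantacyanin and laccase mRNAs, was at 5082 ± 1785 in CK and 3537 ± 1436 in DS (SD, n = 3; log2 fold change -0.56, adjusted p = 0.482). bra-MIR408-p5 was at 5.31 ± 2.81 in CK (SD, n = 3) and listed at 0 in all DS libraries (adjusted p = 0.0695). gma-miR408a-3p_L-1R+2 was at 88.9 ± 84.7 in CK, with 1 library at 187 and the others at 42.3 and 37.8, and 6.20 ± 5.55 in DS (SD, n = 3; log2 fold change -3.85, adjusted p = 0.0462).

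**Figure D3:**
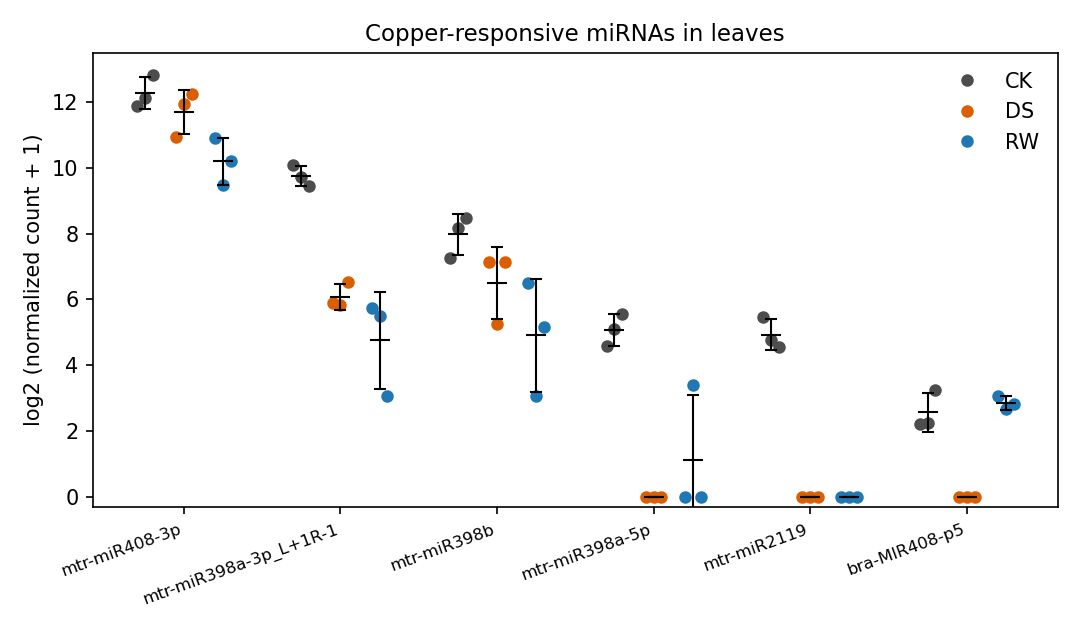
Log2 (normalized count + 1) of 6 copper-responsive miRNAs in the 9 libraries, with 1 point per library, a horizontal line at the mean and bars for 1 SD (n = 3). All DS libraries of mtr-miR398a-3p_L+1R-1 lie below all CK libraries, and mtr-miR398a-5p and mtr-miR2119 are listed at 0 in all DS libraries.

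The calls in DS vs. CK were lost for mtr-miR398a-3p_L+1R-1 (adjusted p = 0.0563 to 0.0577 without CK replicates 1 or 2), mtr-miR398a-5p (adjusted p = 0.0790 to 0.0921 without CK replicates 1, 2 or 3) and gma-miR408a-3p_L-1R+2 (adjusted p = 0.0540 to 0.188 without any 1 of the replicates CK 1, 2, 3, DS 2, RW 1, 2, 3; 0.121 with a pseudocount of 0.1, 0.0626 with a pseudocount of 0.5, 0.0956 with only the groups compared and 0.0686 with the fragment-like list left out; unadjusted p = 0.232 by the methods' test).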

Among the 50 DEMs, three members (mtr-miR398a-3p/a-5p/b) of the miR398 family and two members (bra-MIR408-p5 and mtr-miR408-3p) of the miR408 family were all downregulated under drought, which was consistent with the results in pea (Jovanović et al., 2014). In contrast, another study indicated that miR398a/b and miR408 were increased due to water deficit in *M. truncatula* (Trindade et al., 2010). These differences may be caused by the difference in species, extent and duration of drought stress (Wang et al., 2011), and sensitivity of some miRNAs to subtle differences in plant growth conditions (Ferdous et al., 2015). This suggests that even conserved miRNAs might function in a species-specific manner (Kamthan et al., 2015). In our study, some miRNAs from the same family (such as miR398, miR408, and miR1527) showed differently expressed trends after rewatering. 

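After rewatering, 2 of the 3 tested miR398 members and the abundant miR408 member were below the control. mtr-miR398a-3p_L+1R-1 was at 34.5 ± 23.9 normalized counts in RW (SD, n = 3), a log2 fold change of -4.98 (standard error 0.61, adjusted p = 0.00199 from limma) in RW vs. CK. mtr-miR408-3p was at 1264 ± 602 in RW (SD, n = 3), a log2 fold change of -2.06 (standard error 0.43, adjusted p = 0.0177 from limma). mtr-miR398a-5p was listed at 0 in 2 of the 3 RW libraries and at 9.59 in the other (adjusted p = 0.0420 in RW vs. CK). mtr-miR398b was at 43.8 ± 41.7 in RW (SD, n = 3; log2 fold change -3.06, adjusted p = 0.0523). bra-MIR408-p5 was at 6.29 ± 1.02 in RW (SD, n = 3; adjusted p = 0.898 against CK and 0.0995 for DS vs. RW). Of the 52 miR1527 names, which stand for 45 sequences, 25 were tested, and limma called 0 of them in any comparison (2 in DS vs. CK, 1 in DS vs. RW and 3 in RW vs. CK at an unadjusted p under 0.05, and 2, 2 and 3 of all 52 names by the methods' test). gma-MIR1527-p5_1ss13CA was at 23.3 ± 7.62 in CK, 12.3 ± 2.70 in DS and 25.2 ± 3.48 in RW (SD, n = 3; DS vs. RW adjusted p = 0.352), and gma-MIR1527-p3_1 was at 13.4 ± 6.77, 3.78 ± 3.59 and 0.888 ± 1.54 (SD, n = 3; RW vs. CK adjusted p = 0.109). The calls in RW vs. CK were lost for mtr-miR408-3p (adjusted p = 0.0507 to 0.0749 without CK replicates 1, 2 or 3 or RW replicates 2 or 3; unadjusted p = 0.0536 by the methods' test) and mtr-miR398a-5p (adjusted p = 0.118 to 0.201 without CK replicates 1, 2 or 3 or RW replicates 1 or 3; 0.0509 with median-of-ratios scaling, 0.118 with a pseudocount of 0.1, 0.0634 with a pseudocount of 0.5, 0.0514 with no filter and 0.0523 with the fragment-like list left out).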

Similar results were observed in rice, wherein members of miR319 showed different degrees of up- or downregulation responses to drought (Zhou et al., 2010). It is possible that the miRNA gene regulators change their expression after rewatering, leading to changes in miRNA expression patterns (Ferdous et al., 2015).

Generally, a single miRNA can target several genes (Samad et al., 2017), and a single gene can be regulated by several miRNAs (Katiyar et al., 2015). We found that ppe-MIR169i-p5_2ss17GT19TG, which had the maximum number of targets among all miRNAs, targeted 90 transcripts in three libraries totally. miR169 is the largest miRNA family in *A. thaliana* and has 14 members, which can be divided into four groups according to their mature miRNA sequences: miRNA-169a, miRNA-169b/c, miRNA-169d/e/f/g, and miRNA-169h/i/j/k/l/m/n (Du et al., 2017). Asefpour Vakilian (2020) revealed the contribution of each miRNA to stress response in plants by implementing the feature selection algorithm on the constructed database. The algorithm showed that miRNA169 had the highest contribution to drought stress (Asefpour Vakilian, 2020). Li et al. (2008) also demonstrated that miR169a and miR169c were substantially downregulated due to drought stress, and that miR169a mainly regulates *NFYA5* expression at the mRNA level (Li et al., 2008), while miR169i mainly affects *NFYA5* expression at the translational level (Du et al., 2017). In our study, a total of 78 ppe-MIR169i-p5_2ss17GT19TG targets were annotated by GO terms in three libraries (Supplementary Table 12). The nucleus (GO:0005634) involving 24 genes was the most enriched group of all GO categories, followed by the cytoplasm (GO:0005737), protein binding (GO:0005515), and plasma membrane (GO:0005886). KEGG analysis of ppe-MIR169i-p5_2ss17GT19TG targets showed that 30 genes annotated to 33 different pathways (Supplementary Table 12). Figure 8 was the network plot for the target genes of ppe-MIR169i-p5_2ss17GT19TG and their KEGG pathways, for instance, CRWN (protein CROWDED NUCLEI) involved in ko00270 (Cysteine and methionine metabolism), ko00280 (Valine, leucine, and isoleucine degradation), ko00290 (Valine, leucine, and isoleucine biosynthesis), and ko00770 (Pantothenate and CoA biosynthesis) pathways simultaneously. JKD (zinc finger protein JACKDAW) related to ko00052 (Galactose metabolism), ko00600 (Sphingolipid metabolism), ko00531 (Glycosaminoglycan degradation), ko00604 (Glycosphingolipid biosynthesis – ganglio series), and ko00511 (Other glycan degradation) pathways, which revealed the extensive regulatory roles of ppe-MIR169i-p5_2ss17GT19TG in *M. ruthenica*.

**FIGURE 8:**
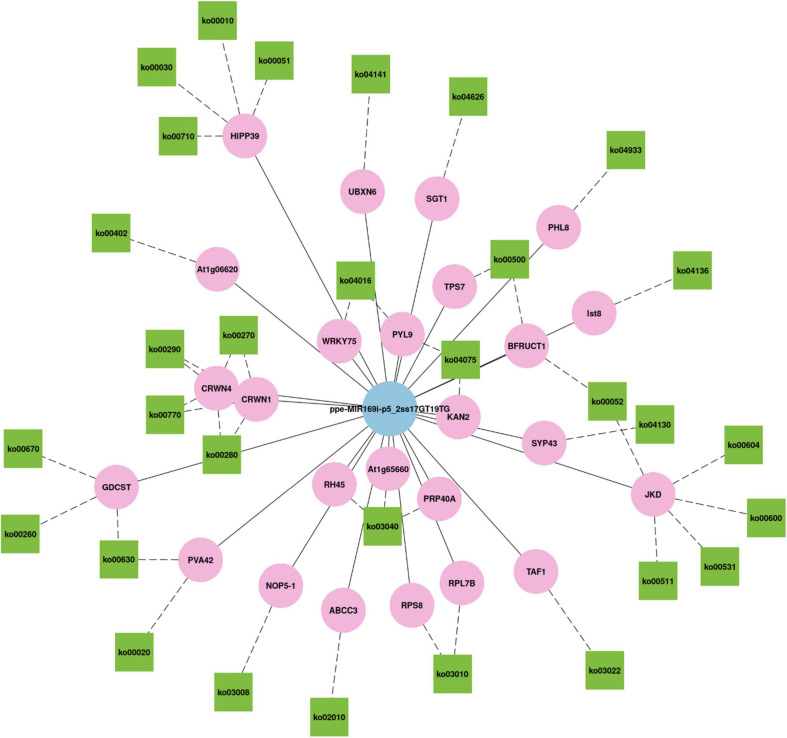
The network plot for the target genes of ppe-MIR169i-p5_2ss17GT19TG and their KEGG pathways.

Degradome sequencing is based on high-throughput sequencing technology and bioinformatics analysis and avoids false positive results effectively, which makes it more suitable for plant miRNA target gene identification (Sun et al., 2015). Through the correlation analysis of the transcriptome-small RNA-degradome, we obtained differential miRNA-differential target gene association results and miRNA-target pairs with negative regulatory relationships. Among them, two miRNA-target pairs appeared in two comparison groups. gma-miR171j-5p was significantly downregulated in DS vs. CK and DS vs. RW, while its target TRINITY_DN16578_c0_g1 was significantly upregulated. Similarly, mtr-miR396a-5p was significantly downregulated in DS vs. CK and RW vs. CK, while its target TRINITY_DN23804_c0_g2 was significantly up-regulated. 

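mtr-miR396a-5p was at 95428 ± 4933 normalized counts in CK, 72768 ± 8421 in DS and 71338 ± 10064 in RW (SD, n = 3), and every CK library was above every DS and RW library. Its log2 fold change was -0.40 in DS vs. CK (standard error 0.21, adjusted p = 0.297 from limma) and -0.43 in RW vs. CK (standard error 0.21, adjusted p = 0.350), and neither passed the test. mtr-miR396b-5p, another abundant member of this family, was at 27819 ± 11114 in CK, 38788 ± 14070.1 in DS and 30727 ± 10829.6 in RW (SD, n = 3; adjusted p = 0.482 and 0.888 against CK).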

*SCL6-II* and *SCL6* are the target genes of miR171 in *A. thaliana* (Lee et al., 2008), which play roles in plant root and leaf development, photochrome signaling, lateral organ polarity, meristem formation, vascular development, and stress response (Wang et al., 2010; Zhu et al., 2015; Asefpour Vakilian, 2020). gma-miR171o and gma-miR171q regulate *GmSCL-6* and *GmNSP2*, respectively, which in turn influence the spatial and temporal aspects of soybean nodulation (Hossain et al., 2019). miRNA-396 is an important contributor to the plant stress response which targets four classes of stress resistance proteins: pathogen-related, nucleotide binding site resistance protein-like, dirigent-like, and ribonuclease-like proteins (Zhang et al., 2007). miRNA-396 targets cell cycle regulators, as well as those that control plant growth and differentiation. miRNA-396 is increased under stress and represses cell multiplication (Patel et al., 2019).

## Conclusion

In conclusion, we elucidated the small RNAs and their target genes in *M. ruthenica* when subjected under drought stress and rehydration treatment though transcriptome, small RNA, and degradome sequencing. Although the complex miRNA-mediated regulatory networks remain to be elucidated, these findings provide valuable information for further functional characterization of genes and miRNAs in response to abiotic stress, in general, and drought stress in *M. ruthenica*. More importantly, this study will serve as a foundation for future research on the functional roles of miRNAs and their target genes in legume forage.

## Materials and Methods

### Plant Material and Drought Treatments

*Medicago ruthenica* seeds were obtained from the Institute of Grassland Research, Chinese Academy of Agricultural Sciences at the Inner Mongolia Autonomous Region, China. This cultivar grows well in Inner Mongolia, with higher drought and cold resistance. The sanded *M. ruthenica* seeds were sterilized in concentrated sulfuric acid for 10 min, and then washed thoroughly with sterile water (Araújo et al., 2004). After incubating for 3 days at 4°C in dark conditions, the seeds were placed on soaked filter paper in Petri dishes, and incubated in an artificial climate chamber (temperature, 25 ± 2°C; photoperiod, 16 h light/8 h dark cycle; relative humidity, 50%). Two days later, the germinated seeds were transferred to pots (13 cm in diameter and 10 cm deep) with vermiculite and quartz sand. There were eight plants in each pot. Four-week-old seedlings were randomly divided into three groups: the control group (CK), the drought stress treatment group (DS), and the rewatering group (RW). The drought treatment period lasted for 15 days. During the experiment, CK plants were watered every 3 days, maintaining a relative soil moisture content of more than 80%, while DS and RW plants were subjected to water deprivation for 15 days, resulting in a relative soil moisture content of 20% on the 15th day. The RW plants were rehydrated to full soil saturation on the 15th day. To avoid any interference, no nutrients were added. Other growth conditions were maintained. Each treatment group had three biological replicates. Leaf samples of CK and DS were collected on the 15th day, and leaves of RW were collected 2 days after rewatering. Samples were immediately frozen in liquid nitrogen, and stored at −80°C for later use.

### Transcriptome Libraries Construction, Sequencing, and Analysis

Total RNA was isolated from *M. ruthenica* leaves using TRIzol reagent (Invitrogen, CA, United States) according to the manufacturer’s protocol. Total RNA quantity and purity were analyzed using a Bioanalyzer 2100 (Agilent, CA, United States) and RNA 6000 Nano LabChip Kit (Agilent, CA, United States), respectively. Poly(A) RNA was obtained from total RNA (5 μg) using poly T oligo-attached magnetic beads after two rounds of purification. Following purification, the mRNA was fragmented into small pieces using divalent cations at elevated temperatures. Then, the cleaved RNA fragments were reverse-transcribed to create the final cDNA library by following the protocol for the mRNASeq sample preparation kit (Illumina, San Diego, CA, United States). The average insert size for the paired-end libraries was 300 bp (±50 bp). Paired-end sequencing was performed using an Illumina Hiseq4000 instrument (LC Sciences, United States) according to the manufacturer’s instructions.

The adaptor contamination, low quality bases, and undetermined bases from raw data were removed using Cutadapt (Martin, 2011) and perl scripts in house. Then sequence quality was verified by FastQC,^7^ including the Q20, Q30 and GC-content of the clean data. All downstream analyses were based on clean data of high quality. *De novo* assembly of the transcriptome was performed with Trinity 2.4.0 (Grabherr et al., 2011). Trinity groups transcripts into clusters based on shared sequence content. Such a transcript cluster is very loosely referred to as a “gene.” The longest transcript in the cluster was chosen as the “gene” sequence (aka Unigene).

### Differentially Expressed Genes Analysis

Salmon (Patro et al., 2017) was used to perform expression levels for genes by calculating TPM (Mortazavi et al., 2008). Statistically significant (*p*-value < 0.05) DEGs with a log_2_ (fold change) > 1 or log_2_ (fold change) < −1 we selected using the R package edgeR (Robinson et al., 2010). Next, GO and KEGG enrichment analyses were performed on the differentially expressed genes using in-house Perl scripts. The GO project is a bioinformatics resource on gene products and descriptions of functions (Gene Ontology Consortium et al., 2013). It creates annotations to describe the biological roles of individual gene products (e.g., genes, proteins, ncRNAs, complexes) by classifying them (Gene Ontology Consortium, 2015). The relationships between a gene product/or gene-product group to biological process, molecular function, and cellular component are one-to-many. GO ontologies can also use for annotation of gene-expression data (Gene Ontology Consortium et al., 2000). KEGG is a knowledge base for systematic analysis of gene functions in terms of the networks of genes and molecules (Ogata et al., 1999). KEGG is widely used for analyzing genomics, transcriptomics, proteomics, glycomics, metabolomics, and other high-throughput data (Kanehisa et al., 2017). The online Blast algorithm^8^ can be used to analyze genes. If the significant similarities of Blast lead to the assignment of designated enzymes, these genes can be tagged in the corresponding KEGG pathways (Altermann and Klaenhammer, 2005).

### Small RNAs Sequencing and Bioinformatics Analysis

Nine small RNA libraries were constructed from approximately 5 μg of total RNA using TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, CA, United States). Then the libraries were sequenced by Illumina Hiseq 2500 (LC Sciences, United States) following the vendor’s recommended protocol.

The adapter dimers, junk, low complexity, repeats, and common RNA families (rRNA, tRNA, snRNA, and snoRNA) were removed from raw reads using an in-house program, ACGT101-miR (LC Sciences, Houston, TX, United States). Subsequently, unique sequences (18–25 nt) were mapped to specific species precursors in miRBase 22.0 through a BLAST search; conserved miRNAs and novel 3p- and 5p-derived miRNAs were then identified. Length variation at both 3′ and 5′ ends and one mismatch inside of the sequence were allowed in the alignment. The unique sequences mapping to specific species mature miRNAs in hairpin arms were identified as known miRNAs. The unique sequences mapping to the other arm of known specific species precursor hairpin opposite to the annotated mature miRNA-containing arm were considered to be novel 3p- and 5p-derived miRNA candidates. The remaining sequences were mapped to other selected species precursors (with the exclusion of specific species) in miRBase 22.0 by BLAST search, and the mapped pre-miRNAs were further BLASTed against the specific species genomes to determine their genomic locations. The above two we defined as known miRNAs. The unmapped sequences were BLASTed against the specific genomes, and the hairpin RNA structures containing sequences were predicated from the flank 120 nt sequences using RNAfold software.^9^

### Detection of Differential Expressed miRNAs

The differential expression of miRNAs, based on normalized deep-sequencing counts, was analyzed by *T*-test. The criteria to classify DEMs between two-way pairing among the three experimental conditions (CK vs. DS; DS vs. RW; RW vs. CK) were as follows: the significance thresholds were set to be *p* < 0.05 in each test.

### Construction and Analysis of Degradome Libraries

The degradome libraries construction was further optimized and simplified based on Ma et al. (2010). Total RNA from the three groups (CK, DS, and RW) was isolated and purified using TRIzol reagent (Invitrogen, CA, United States) according to the manufacturer’s protocol. The RNA amount and purity of each sample were quantified using a NanoDropND-1000 (NanoDrop, Wilmington, DE, United States). RNA integrity was assessed using Agilent 2100 with RIN number > 7.0. Poly(A) RNA was purified from the plant total RNA (20 μg) twice using poly T oligo-attached magnetic beads. Because the three RNA cleavage products contain a 5′-monophosphate, the 5′ adapters were ligated to their respective 5′ ends using RNA ligase. Then, the first strand of cDNA for each mRNA was reverse transcribed using a 3-adapter random primer. Size selection was then performed using AMPureXP beads. Afterwards, the cDNA was amplified *via* PCR under the following conditions: initial denaturation at 95°C for 3 min; 15 cycles of denaturation at 98°C for 15 s, annealing at 60°C for 15 s, and extension at 72°C for 30 s; then a final extension at 72°C for 5 min. The average insert size for the final cDNA library was 200–400 bp. Lastly, we performed 50 bp single-end sequencing using an Illumina Hiseq2500 (LC Bio, China) according to the manufacturer’s recommended protocol.

Raw reads were subjected to ACGT101-DEG (LC Sciences, Houston, TX, United States) for data processing. This program mainly depends on CleaveLand4, a public software package for analyzing “degradome” data. Degradome data are a variant type of RNA-seq data, where the reads derive from the 5′-ends of uncapped RNAs (German et al., 2008; Addo-Quaye et al., 2009). These data can be used to identify miRNA and siRNA targets that are actively “sliced.” CleaveLand4 handles several phases of degradome data analysis in a single command, including: Alignment of degradome data to the reference transcriptome, and parsing the output into a “degradome density file.” The degradome density file reflects the counts of 5′ positions across the transcriptome. Alignment of query miRNAs or siRNAs to the transcriptome to generate a list of potential target sites. This uses the program “GSTAr.pl” (Generic Small RNA Transcript Aligner), which ships with the CleaveLand4 program. GSTAr.pl uses RNA–RNA thermodynamic predictions instead of sequence similarity to identify potential target sites, making it much slower than generic aligners, but more sensitive in terms of finding all possible sites. Cross-referencing the degradome data with the alignments to identify slicing sites with evidence of slicing. This includes assessment of *p*-values.

All the identified target genes were annotated *via* GO (see text footnote 1) and classified using KEGG pathways (see text footnote 2).

### Verification of mRNAs and miRNAs *via* Quantitative Real-Time PCR

The RNA-seq results for both mRNA and miRNA expression were verified *via* qRT-PCR. Total RNA was extracted from nine leaf samples using TRIzol reagent (Invitrogen, CA, United States). For the miRNA expression analysis, the U6 snRNA of *M. truncatula* was used as the reference gene. The alfalfa GAPDH gene was used as an internal reference for the mRNA expression analysis. All primers used for qRT-PCR are listed in Supplementary Table 13. qPCR was conducted using the ChamQ SYBR Color qPCR Master Mix (2X) on a LineGene9600plus Real Time PCR instrument. Three biological and three technical replicates were performed for each sample. Relative expression levels were calculated using the 2^–ΔΔCo^ method (Livak and Schmittgen, 2001).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO and GSE169056.

## Author Contributions

FM and RS conceived and designed the study. RS, WJ, XZ, and YL conducted the experiments. All authors carried out the data analysis. RS wrote the manuscript. FM, WJ, LY, ZZ, XZ, and QW revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
http://www.geneontology.org

2
http://www.genome.jp/kegg/

3
http://pfam.xfam.org/

4
http://www.expasy.ch/sprot/

5
http://eggnogdb.embl.de/

6
http://www.ncbi.nlm.nih.gov/

7
http://www.bioinformatics.babraham.ac.uk/projects/fastqc/

8
http://www.ncbi.nlm.nih.gov/BLAST/

9
http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi

How the deposited data were processed for this re-analysis (not part of the article)

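Small RNA was sequenced from leaves of 9 M. ruthenica samples, 3 each of control (CK), drought-stressed (DS) and rewatered (RW) plants. The mapping of libraries to groups was taken from the sample labels and the paper. Neither states that the replicate number of a label pairs samples of different groups, and no pairing was used. Only the miRNA libraries were analysed here. Target mRNAs, degradome tags and qRT-PCR measurements were not analysed here.

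The authors removed adapter dimers, low-complexity reads, RNAs of the Rfam families and repeats with ACGT101-miR, kept sequences of 18 to 25 nt and matched them to precursors of miRBase 22.0 and to the assembled transcripts. The version of ACGT101-miR is not given in the sources used here. The values in the deposited table are a signal that the authors made by multiplying the read counts of each library by 1 factor, and how they chose the factor is not given in the sources used here. The values are not whole numbers, and the low values of each library lie on steps of 1 size (98.4 to 99.5% of them on whole steps). The table sums to 1237470 to 1718280 per library. The smallest values above 0 lie near 5 steps in most libraries, so lower counts appear as 0 in the table, and no limit for a count of 0 or counting interval is given. Plans made before the data were examined named a count-based test if the table held whole read counts and limma if it held only normalized values. The unit was a signal, so limma was used, and the alternatives that need counts (other scalings within the count-based test, other count tools, and rescaled read counts for Table 6) were not run. The scalings were applied to the signal in their place.

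The table holds 667 lines, 595 names and 543 sequences, and lines with the same name were used once. miRNAs with a value of at least 5 in at least 3 of the 9 libraries were tested (339 names) on log2 (value + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend, in 1 fit of the 3 groups. The contrasts were DS against CK, DS against RW and RW against CK, with a joint test of the 3 groups, and p-values were adjusted by Benjamini-Hochberg within each contrast with a threshold of 0.05. Every adjusted p in the text is from limma or, for lists, from camera or fry in limma. Summaries, exact permutation tests (2-sided, scipy 1.17.1) and figures (matplotlib 3.10.9) were made in Python 3.11.15 with pandas 2.3.3.

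The miRNA lists were fixed by the family number in the name before the data were examined. They are copper-responsive, NBS-LRR-targeting, phosphate-responsive, sulfate-responsive, auxin-related, development transcription factor targeting, miRNA-pathway, rRNA- or tRNA-fragment-like (a sign of RNA quality, from general knowledge), the legume families and the drought-responsive families of the paper, miRNAs of 21, 22 and 24 nt, PC-named miRNAs, and arms predicted from a known precursor. A list with fewer than 3 tested members had no set test. Set tests used camera with a correlation of 0.01, with camera's estimated correlation and fry beside it. The miRNAs named in the text are those the paper names, those of Tables 6 and 7, the 3 miRNAs of the qRT-PCR, the 10 largest changes per comparison among miRNAs that passed with groups that do not overlap, and up to 4 members per list with the highest mean. mtr-miR397-5p_L-2R+2 is named outside this rule, after its values had been seen. The paper's tables give values of many of them, so those were seen before the choice.

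The methods' t-test, on normalized counts with an unadjusted p under 0.05, was run beside limma. Its counts for a list are over all names of the list, also those that limma did not test. The methods do not say whether equal variances were assumed. With equal variances it calls 64 miRNAs in DS vs. CK, 32 in DS vs. RW and 62 in RW vs. CK, and with unequal variances 33, 21 and 40. The second form was used because it gives the p-values of Table S6 within 1% for all 33, 21 and 40 miRNAs. None of these pass a Benjamini-Hochberg adjustment of that test (smallest adjusted values 0.600, 0.674 and 0.462), and limma calls 18, 8 and 18. A 1-way test of the 3 groups gives the p-values of all 50 miRNAs of Table 6 within 1%.

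Alternatives were other scalings, pseudocounts of 0.1, 0.5 and 5, no filter, a minimum of 20, a replicate block, fits of only the groups compared, merged sequences, the fragment-like list left out, each library left out in turn, and unadjusted p-values. Where the fragment-like list was left out, the other miRNAs were also scaled to their total and filtered anew. Counts of calls under this setting are thus lower by the list's own calls as well. A common lowest value for all libraries, and only miRNAs above 0 in all libraries, were added after seeing the data. As the DS libraries have the highest smallest values, the first shrinks and the second drops falls in DS to under them. In simulated data with normal noise of the size that limma estimated for each miRNA, with 60 of 339 miRNAs changed, the test recovered 3.33 to 5.00% of changes of 1 on the log2 scale, 35.0 to 40.0% of changes of 2 and 65.0 to 81.7% of changes of 3, so smaller changes were mostly not detectable with 3 libraries per group.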

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

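The tests of the smallest listed values, of the miRNAs listed at 0 and of the rRNA reads were chosen only after the results they bear on had been seen, and the tests of other scalings were chosen before.

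gma-MIR5368-p3_2ss1AT18CA, a member of the fragment-like list, whose values the paper lists in none of its tables of changed miRNAs, was at 3393 ± 296 normalized counts in CK and 16342 ± 7818 in RW (SD, n = 3), with a log2 fold change of 2.17 in RW vs. CK (adjusted p = 0.00520; unadjusted p = 0.103 by the methods' test). It belongs with the rise of that list weighed below. mtr-miR166a_R+4, a form of the most abundant miRNA with a longer 3′ end that is also outside those tables, was at 33.3 ± 14.7 in CK, 29.9 ± 12.7 in DS and 278 ± 214 in RW (SD, n = 3), with a log2 fold change of 2.84 in RW vs. CK (adjusted p = 0.0159) and -2.99 in DS vs. RW (adjusted p = 0.0175). In RW vs. CK it had adjusted p = 0.0639 to 0.0747 without CK replicates 2 or 3 or RW replicate 2; unadjusted p = 0.186 by the methods' test, and in DS vs. RW adjusted p = 0.0561 to 0.0780 without RW replicates 1 or 2; 0.0966 with only the groups compared; unadjusted p = 0.183 by the methods' test.

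The methods' t-test gave 3 higher and 30 lower miRNAs in DS vs. CK, and 16 of the 30 are listed at 0 in all DS libraries, which have the highest smallest values. With every value under the highest of these (4.21) raised to it, the test gave 2 higher and 16 lower, all 16 among the 30, which argues against the detection floor as the whole cause of the excess of lower miRNAs by this test. By limma the excess turned, from 7 higher and 11 lower to 12 and 8 with the raised values and 14 and 3 over miRNAs above 0 in all libraries, so it is not shown by both tests. Both settings work against lower calls in DS. Raised values shrink falls to under the floor, and the restriction drops every miRNA listed at 0 in a DS library. The turn is thus partly built in and does not show that the excess is absent. After median-of-ratios scaling the methods' test gave 5 higher and 27 lower. This argues against the authors' scaling only so far as the 2 scalings differ. The change of scaling moved limma's median log2 fold change in DS vs. CK by only 0.0523, so the test says little. Of the 16 listed at 0, 6 have all CK values above the highest DS floor, 5 have all under it and 5 lie on both sides. For the 6, the smallest CK value is 5.58, above the highest DS floor, so a level equal to the CK values would be listed in DS. Counts this near the floor vary by sampling, which was not modelled, and the 6 were picked by their CK values. The floor together with low depth is thus not excluded for all of them, and the size of a fall is not known. With the raised values 3 of the 6 pass the methods' test, and limma calls 2 in place of 4. For the other 10, of which 5 have all CK values under the floor and 0 pass with the raised values (0 by limma), a fall in the leaves and the floor cannot be told apart, because values under the floor are not listed. A response to drought stays open and was not tested apart from the groups.

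The fragment-like miRNAs were higher in both DS and RW than in CK. By the paper's Table S5, used here as 1 value per group, rRNA reads per read kept by the length filter were 1.45 times the CK value in DS and 1.44 times in RW. For tRNA reads it was 1.59 and 1.67 times. This goes with more fragments of ribosomal RNA among the kept reads. Per raw read, rRNA was not higher in DS than in CK (440841 of 13520600 against 585355 of 16112539) and was higher in RW (755755 of 17459400). For DS the direction thus depends on the reads it is counted against. The smallest median of the list in these comparisons under 3 other scalings was 1.44, which argues against the authors' scaling so far as these 3 differ from it. Fragments may be more frequent because of the treatment or because of the quality of the RNA, and the groups hold no library that separates these.

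The copper-responsive miRNAs were lower in both DS and RW than in CK. With low values raised to the common level of 4.21 the medians of the 8 tested members were -2.47 in DS and -2.58 in RW, which argues against the detection floor as the whole cause. This test replaced a first version, over the 3 members above 0 in all libraries, after that version had been run (medians -1.46 and -3.06). Under 3 other scalings the highest median was -3.38, which argues against the authors' scaling so far as these 3 differ from it. They moved the median of all tested miRNAs by at most 0.0889. A response to the treatments stays open and was not tested apart from the groups, and a difference in RNA quality between the groups stays open as well.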

How the results depend on the processing

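The common lowest value and the restriction to miRNAs above 0 in all libraries were chosen only after the results had been seen, and the other settings before. None of the 43 calls of single miRNAs turned direction under any alternative that tested them. Of the 60 results for single miRNAs and lists, 2 did: the list of arms from a known precursor in RW vs. CK (median -0.0447, and up to 0.115 without RW replicate 2) and lus-miR396b_R+1_1ss19CT in RW vs. CK, which was not called (-0.0553, and 0.0395 with median-of-ratios scaling). Of the 10 lists that passed, fry lost 3. Of the 60 results, 14 were lost with only the groups compared, 9 with the fragment-like list left out, 6 with a pseudocount of 0.1, 6 with the common lowest value, 5 scaled to the table's total, 10 with an estimated correlation and 19 by the methods' t-test, and no other setting over all libraries lost more than 4. Not every setting covers all 60 results. The count for the methods' t-test leaves out mtr-miR5754 in DS vs. RW and PC-3p-78936_58 against CK, which do not pass that test either. Of the 1374 values of the 60 results under alternatives 1133 kept their side of the threshold, 239 lost it and 2 gained it, among them 26, 24 and 23 lost without CK replicates 1, 2 and 3 and 20, 20 and 17 without RW replicates 1, 2 and 3. mtr-miR2119 and PC-3p-78936_58 are not tested without a CK library. The cause of each change in a count was not tested, apart from the settings that use fewer libraries or fewer miRNAs.

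In DS vs. CK limma called 18, with 0 to 23 when 1 library was left out (0 without CK replicate 1, 2 without CK replicate 2, 5 without CK replicate 3, 11 without RW replicate 1 and 23 without DS replicate 1). The 18 were 7 higher and 11 lower, with 12 and 8 at a minimum of 20 or with the common lowest value. Only the groups compared gave 11, the fragment-like list left out 11, an unadjusted p 66, the methods' t-test 33, and that test over miRNAs above 0 in all libraries 11. In DS vs. RW limma called 8, with 0 to 14 when 1 library was left out (0 without RW replicate 1 or 2, 4 without RW replicate 3, 5 without DS replicate 3 and 14 without DS replicate 1). A minimum of 20 gave 4, only the groups compared 4, miRNAs above 0 in all libraries 4, an unadjusted p 48, the methods' t-test 21 and that test with the common lowest value 16. In RW vs. CK limma called 18, with 5 to 22 when 1 library was left out (5, 6 and 6 without CK replicates 1, 2 and 3, 8 without RW replicate 2, 10 without RW replicate 3 and 22 without DS replicate 2). The fragment-like list left out gave 7, the common lowest value 29, an unadjusted p 53, the methods' t-test 40 and that test with the common lowest value 31. Across the 3 groups limma called 24, with 7 to 30 when 1 library was left out (7 without CK replicate 2, 15 without CK replicate 1), 11 with the fragment-like list left out, 64 at an unadjusted p and 60 by a 1-way test of the 3 groups, which gives the p-values of Table 6 within 1%. Scaled to the table's total, 1 miRNA was higher and 5 lower in DS vs. RW.

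Of the 42 set tests 10 passed, with 7 to 14 when 1 library was left out, 0 with an estimated correlation and 18 by fry. Of the 9 tests of the 3 miRNAs of the qRT-PCR (3 comparisons each), 2 passed, with 0 to 3 when 1 library was left out (0 without RW replicate 2), 0 scaled to the table's total, 1 with only the groups compared and 0 with the fragment-like list left out. Over names 77.3% were of 21 or 24 nt (77.1 to 77.9% when 1 library was left out), over unique sequences 76.2%, over the summed values 89.8% and without fragment-like names 78.5%. Of the 595 conserved and predicted names 356 reached 10 in a library. The order of the means was the same for 45 to 50 of the Table 6 miRNAs when 1 library was left out and for 47 with medians. With a replicate block limma called 17, 7, 18 (9 higher and 9 lower) and 27, and 11 set tests and 2 qRT-PCR comparisons passed. The block ended the calls of mtr-MIR2610a-p3_1ss9AC in DS vs. CK (adjusted p = 0.0584) and mtr-miR5559-5p in DS vs. RW (0.0609). In RW vs. CK it ended those of mtr-miR398a-5p (0.0526) and peu-MIR2916-p5_2ss4AG19TG (0.0554). With the group means removed, libraries of the same number had correlations of -0.154 to 0.0579. Those of different numbers had -0.137 to 0.187. These values give no sign of pairing by number, and with 3 libraries per group they cannot exclude it.

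Other splits of the libraries into 3 against 3 are too few for a share under 0.05 (10 splits, 1 as large, the real one). The real counts were 18, 8 and 18 and the highest of the others 0, 2 and 0. Across the 3 groups, the real count was 24 and the highest other 18, with 1 of 100 splits as large, the real one. This argues against a random grouping of the libraries, at a share of 1 in 100. The splits cannot tell the treatments from other differences that follow the groups, such as the smallest listed values. The values under about 5 reads that the table does not list limit what can be said about miRNAs of low level in DS.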

Differences from the paper's values

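The common lowest value and the restriction to miRNAs above 0 in all libraries were chosen only after the values had been seen. The thresholds differ for the counts of the comparisons of 2 groups: the paper's are at an unadjusted p under 0.05 from a t-test, and limma's at an adjusted p under 0.05.

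In DS vs. CK the paper's count of changed miRNAs is 33, and limma called 18. Of the alternatives set before the data were examined, a pseudocount of 5 (23), no filter (22), leaving out DS replicate 1 (23) and the methods' t-test (33) come within 1.5 times, and the others do not. The paper's count of higher miRNAs is 3, and limma called 7. Only the groups compared (3), leaving out CK replicate 2 (2), CK replicate 3 (3) or RW replicate 1 (4), and the methods' t-test (3) come within that range, and the others set before do not. The methods' t-test with the common lowest value (2) and over miRNAs above 0 in all libraries (2), both chosen after seeing the values, come within it too and drop 15 and 22 of the paper's 33. The paper's count of lower miRNAs is 30, and limma called 11. An unadjusted p (38) and the methods' t-test (30) come within it, and the others do not.

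In DS vs. RW the paper's count is 21, and limma called 8. Leaving out DS replicate 1 (14) and the methods' t-test (21) come within that range, and the others set before do not. Of higher miRNAs the paper's count is 5 and limma called 3, with 4 without DS replicate 1 and 5 by the methods' t-test within the range and no other set before. Of lower miRNAs the paper's count is 16 and limma called 5, with 16 by the methods' t-test within the range and no other set before. The methods' t-test with the common lowest value, chosen after seeing the values, gives 16 in all, 5 higher and 11 lower, all within the range, and drops 5 of the paper's 21. Over miRNAs above 0 in all libraries, also chosen after seeing the values, that test gives 4 higher, within the range, and drops 10.

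In RW vs. CK the paper's count is 40, and limma called 18. An unadjusted p (53) and the methods' t-test (40) come within the range, and the others set before do not. Of higher miRNAs the paper's count is 21 and limma called 10, with only the groups compared (14), an unadjusted p (23) and the methods' t-test (21) within the range and no other set before. Of lower miRNAs the paper's count is 19 and limma called 8, with 19 by the methods' t-test within the range and no other set before. The common lowest value, chosen after seeing the values, gives 29 by limma, 14 higher and 15 lower, all within the range, with 13 of the paper's 40 called and 27 dropped, where limma without it calls 10 and drops 30. By the methods' t-test it gives 31, with 19 higher, both within the range, and drops 9.

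Across the 3 groups the paper's count is 50, and limma called 24 at an adjusted p under 0.05. The methods name no test of 3 groups; a 1-way test gives the p-values of Table 6 within 1%. limma at an unadjusted p under 0.05 (64) and the 1-way test at that threshold (60) come within the range, and the others do not. Of the 60, 10 are listed at 0 in all DS and RW libraries, and the other 50 are the miRNAs of Table 6. After a Benjamini-Hochberg adjustment of that test, 4 pass.

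The paper's number of miRNA families is 65, and the conserved names carry 135 family numbers. No alternative was set for this count. Relative to CK, lja-miR390a-3p in DS was about 0.19 in Fig. 7, read by eye from the qRT-PCR bars, and 0.442 ± 0.195 (SD) by sequencing here. No alternative was set for this level.

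The paper states that gma-miR171j-5p was lower in DS than in CK and in RW. In DS vs. CK limma gives an adjusted p = 0.0578, and the range over its alternatives includes 0.0423 with a pseudocount of 5, 0.0402 with a minimum of 20 and 0.0355 over miRNAs above 0 in all libraries, a setting chosen after seeing the values that calls 2 of the paper's 33 and drops 31, where limma without it calls 7 and drops 26. The methods' t-test calls it in both comparisons. The paper states that mtr-miR396a-5p was lower in DS and RW than in CK, which limma does not call (adjusted p = 0.297 and 0.350) and the methods' t-test does. The paper states that lja-miR390a-3p fell in DS, which limma does not call (adjusted p = 0.0900), and which limma without DS replicate 1 (adjusted p = 0.0382) and the methods' t-test do. limma calls 7 of the 33 miRNAs of Table S6 in DS vs. CK, 4 of the 21 in DS vs. RW and 10 of the 40 in RW vs. CK, and 10, 1 and 8 of them were below the level to be tested. Of the 33 it calls 0 without CK replicate 1 or 2 and 1 without CK replicate 3. Of the 21 it calls 0 without RW replicate 1 or 2 and 2 without RW replicate 3. Of the 40 it calls 2 without CK replicate 1 or 2, 4 without CK replicate 3, 6 without RW replicate 1 or 3, 5 without RW replicate 2, and 3 with the fragment-like list left out.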

Other observations

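mtr-miR397-5p_L-2R+2 was picked for this part only after its values had been seen. The other miRNAs here follow the naming rule set before, and the correlations were planned before. mtr-miR397-5p_L-2R+2, whose family silences laccases and which is copper-responsive, was at 2.96 ± 0.459 normalized counts in CK (SD, n = 3) and listed at 0 in all DS and RW libraries, and its mean in CK lies under the smallest listed value of every DS library. ppe-MIR169i-p5_2ss17GT19TG was at 3.13 in 1 CK library and listed at 0 in the others, listed at 0 in DS, and at 11.7 and 9.87 in RW with 1 library at 0, and it was below the level to be tested. Of the fragment-like miRNAs, peu-MIR2916-p5_2ss4AG19TG was at 125 ± 38.5 in CK and 365 ± 80.7 in RW (SD, n = 3; adjusted p = 0.0426 in RW vs. CK, and adjusted p = 0.0679 to 0.143 without CK replicates 1, 2 or 3 or RW replicates 1, 2 or 3; 0.0629 scaled to the table's total, 0.0616 with a pseudocount of 0.1 and 0.0515 with a pseudocount of 0.5).

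Across the 339 tested miRNAs, which are not independent replicates, the log2 fold changes of DS vs. CK and RW vs. CK had a correlation of 0.576, and unchanged groups set against the same CK libraries gave 0.503 on average in 100 simulations. The covariance was 0.986 against 0.349. Both comparisons shared 6 higher and 4 lower miRNAs, where independent calls give 0.206 and 0.260 and the simulations 0.02. Here and below, unchanged groups give almost no calls by construction, and independent calls ignore the shared libraries. Neither value tests a common response. The DS and RW libraries also both had higher smallest listed values than CK. With a minimum of 20 the correlation was 0.718. The log2 fold changes of DS vs. CK and DS vs. RW, which share the DS libraries, had a correlation of 0.505 against 0.498 in the simulations, a covariance of 0.817 against 0.344, and shared 3 lower miRNAs, where independent calls give 0.162 and the simulations 0.02. With a minimum of 20 that correlation was 0.374.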
